# Genome-scale reconstruction of the sigma factor network in *Escherichia coli*: topology and functional states

**DOI:** 10.1186/1741-7007-12-4

**Published:** 2014-01-24

**Authors:** Byung-Kwan Cho, Donghyuk Kim, Eric M Knight, Karsten Zengler, Bernhard O Palsson

**Keywords:** *Escherichia coli*, Sigma factor, Network reconstruction, Comparative analysis, *Klebsiella pneumoniae*, Omics data, Systems biology

## Abstract

**Background:**

At the beginning of the transcription process, the RNA polymerase (RNAP) core enzyme requires a σ-factor to recognize the genomic location at which the process initiates. Although the crucial role of σ-factors has long been appreciated and characterized for many individual promoters, we do not yet have a genome-scale assessment of their function.

**Results:**

Using multiple genome-scale measurements, we elucidated the network of σ-factor and promoter interactions in *Escherichia coli*. The reconstructed network includes 4,724 σ-factor-specific promoters corresponding to transcription units (TUs), representing an increase of more than 300% over what has been previously reported. The reconstructed network was used to investigate competition between alternative σ-factors (the σ^70^ and σ^38^ regulons), confirming the competition model of σ substitution and negative regulation by alternative σ-factors. Comparison with σ-factor binding in *Klebsiella pneumoniae* showed that transcriptional regulation of conserved genes in closely related species is unexpectedly divergent.

**Conclusions:**

The reconstructed network reveals the regulatory complexity of the promoter architecture in prokaryotic genomes, and opens a path to the direct determination of the systems biology of their transcriptional regulatory networks.

## Background

The RNA polymerase (RNAP) core enzyme (E) for bacterial transcription is a catalytic multi-subunit complex (α_2_ββ′ω), capable of transcribing portions of the DNA template into RNA transcripts. At the beginning of the transcribing process, the RNAP core enzyme requires a σ-factor to recognize the genomic location at which the process initiates [1-3] (Figure 1a). Then σ-factor, a single dissociable subunit, binds to E, forming a holoenzyme (Eσ^x^, x for each σ-factor) and orchestrates initiation of promoter-specific transcription [1]. To date, one housekeeping σ-factor σ^70^ (*rpoD*) and six alternative σ-factors σ^54^, σ^38^, σ^32^, σ^28^, σ^24^, and σ^19^ (*rpoN*, *rpoS*, *rpoH*, *fliA*, *rpoE*, and *fecI*, respectively) have been described in *Escherichia coli*. Although the importance of σ-factors and their role in the function of the RNAP and bacterial transcription are well known, we do not yet have a genome-wide understanding of the network of regulatory interactions that the σ-factors comprise in any species. With systems biology and genome-scale science emerging and describing the phenotypic functions of bacteria, it is now possible to comprehensively elucidate the structure of the σ-factor network. Here, we present the results from a systems approach that integrates multiple genome-scale measurements to reconstruct the regulatory network of σ-factor-gene interactions in *E. coli*. This reconstruction is provided here as a resource for the scientific community.

**Figure 1:**
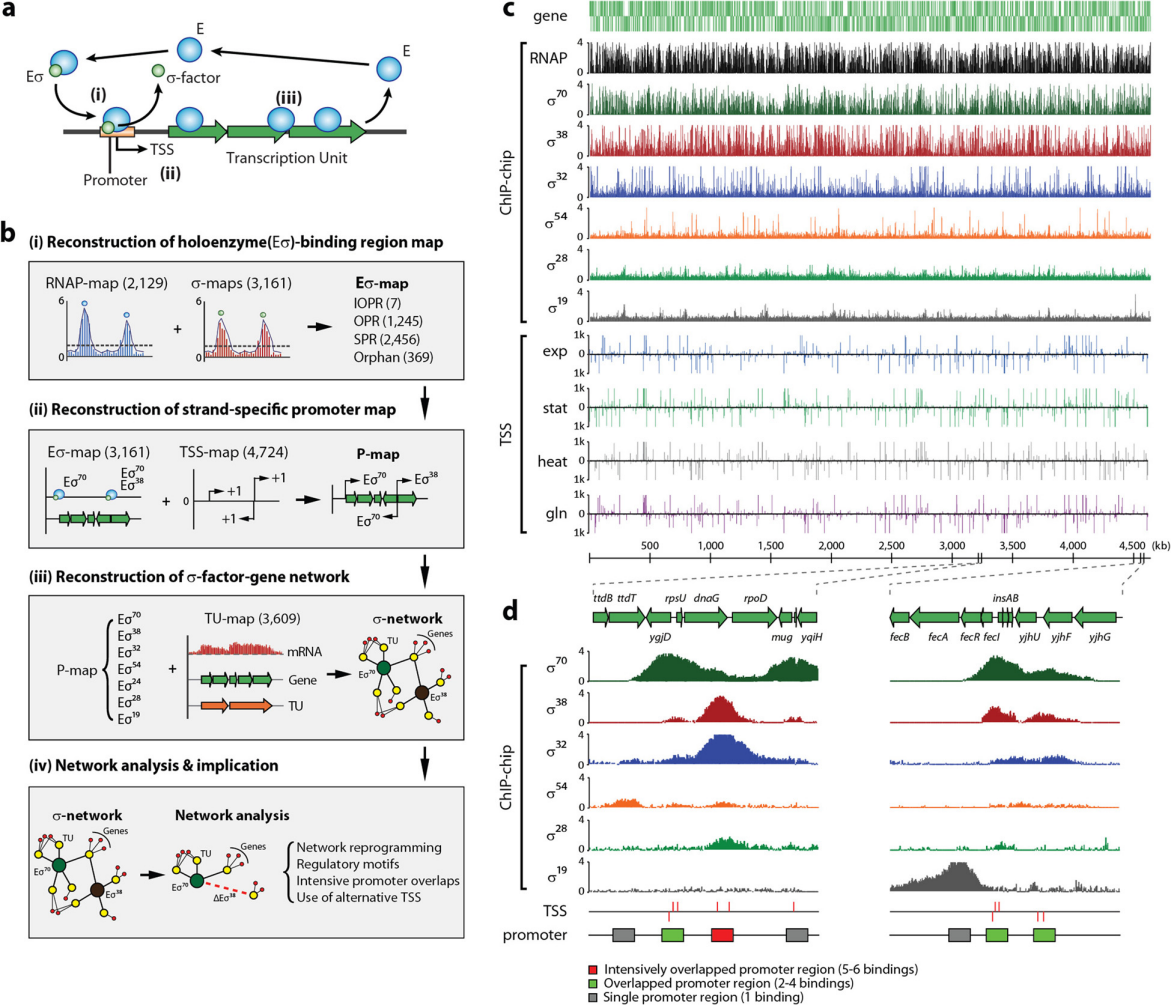
**Molecular basis of transcription and a reconstruction of σ-factor-transcription unit gene (σ-TUG) network from multi-omic experimental datasets. (a)** Diagram shows bacterial transcription process by an RNA polymerase (RNAP) core enzyme and an associated σ-factor. **(b)** Four-step process of multi-omic data integration to reconstruct the σ-TUG network. First, we identified RNAP-binding regions (RNAP map) and σ-factor binding regions (σ map) from RpoB and σ-factor chromatin immunoprecipitation and microarray (ChIP-chip) data (the missing σ^24^ binding information was taken from a public database [6]), resulting in the genome-wide holoenzyme binding map (Eσ map). The Eσ map was then combined with experimental transcription start site (TSS) information (TSS map), resulting in he strand-specific promoter map (P-map), which was integrated with previously reported TU information [7], resulting in the σ-network. With this σ-network, we then performed further analysis, such as network reprogramming, motif analysis, promoter overlapping, and alternative TSS usage. Subfigure I: IOPR, intensively overlapped promoter region; OPR, overlapped promoter region; SPR, single promoter region; Orphan, orphan promoter region. Subfigure III and IV: green and brown circles represent σ^70^ and σ^38^, yellow circles represent TUs, and red dots represent genes. Edges show regulatory interactions between elements. **(c)** Datasets used for σ-TUG network reconstruction: ChIP-chip dataset with RNAP and six σ-factors, and the TSS dataset. The TSS dataset for exponential phase was taken from a previous study [9].TSS subpanel: exp, exponential phase; stat, stationary phase; heat, heat shock; gln, alternative nitrogen source with glutamine. **(d)** Magnified examples of *rpoD* (left panel, genomic region ranging from 3,196 to 3,214 kbp), *fecI* and *fecRAB* (right panel, genomic region ranging from 4,494 to 4,517 kbp).

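The deposited list places 32 TSSs between 3196 and 3214 kb, 20 of them on the leading strand, and 21 TSSs between 4494 and 4517 kb, 11 of them on the leading strand. Of the 32 TSSs in the *rpoD* panel, 27 had reads in the 3 conditions analysed here, 10 of them in 2 or more. The TSS with the most reads lay at position 3210966 on the leading strand, with 642 reads in stationary phase, 276 in glutamine and 172 in heat shock. At 3210983 and 3210995, on the same strand, 430 and 259 reads were found in stationary phase and 0 in the other conditions. At 3210496, reads were found in heat shock alone, with a count of 116. In the panel of *fecI* and *fecRAB*, 19 of the 21 TSSs had reads in these conditions, 11 of them in 2 or more. The largest sum was found at 4516397 on the leading strand, with 416 reads in stationary phase, 206 in glutamine and 99 in heat shock, and the TSS at 4516403 had 221 reads in stationary phase, 0 in glutamine and 223 in heat shock. In both panels, a count of 0 can also mean that the authors' selection did not keep the position in that condition. The paper's methods judge further TSSs upstream of a gene against the strongest signal there, so a count of 0 does not show that a start was unused. Positions follow the MG1655 sequence to which the authors aligned, whose version is not named in the list. No annotation of that sequence was used, so the TSSs are given without a gene.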

## Results and discussion

### Determination of the genome-wide map of holoenzyme binding

To capture the first step of the transcription cycle, which is the formation of the Eσ^x^-promoter complex, we obtained genome-wide location profiles and integrated the identified RNAP and σ-factor binding sites, leading to a reconstruction of a genome-scale Eσ-binding region map (Figure 1b). A genome-wide static map of the entire group of Eσ^x^-binding sites (Eσ^x^ map) was determined by employing chromatin immunoprecipitation and microarray (ChIP-chip) of rifampicin-treated cells (Figure 1c), revealing the active promoter regions *in vivo* across the *E. coli* genome [4,5] (see Methods). A total of 2,129 Eσ^x^-binding regions were identified, consisting of 727 (34.1%) for the leading strand, 755 (35.5%) for the lagging strand, and 647 (30.4%) for both strands (that is, divergent promoter regions) (see Additional file 1: Figure S1).

Although the construction of the Eσ^x^ map is informative, it is not sufficient to produce the σ-specific Eσ-binding map, in which the promoter-specific role of the σ-factor is detailed [6]. We thus deployed ChIP-chip assays for the direct identification of the locations of σ-factor binding across the *E. coli* genome. We analyzed *E. coli* cells grown to mid-logarithmic phase or to stationary phase under multiple growth conditions (see Additional file 2: Table S1). Using data from biological duplicate or triplicate experiments for each σ-factor ChIP-chip (36 experiments in total), we identified 1,643 targets for σ^70^, 903 targets for σ^38^, 312 targets for σ^32^, 180 targets for σ^54^, 51 targets for σ^28^, and 7 targets for σ^19^ (Figure 1c; Figure 2a; see Additional file 3: Table S2; see Additional file 4: Table S3). We were not able to obtain dataset for σ^24^, and the missing dataset was supplemented by incorporating 65 σ^24^ promoter regions from RegulonDB [6]. For validation, we compared the σ-factor binding regions with the previously reported promoters regulated by each σ-factor [6] (Figure 1d; see Additional file 5: Table S5). Overall, we identified 86% of the previously reported binding sites and 2,465 new σ-factor binding regions, extending the current knowledge by over 300% (see Additional file 5: Table S5).

**Figure 2:**
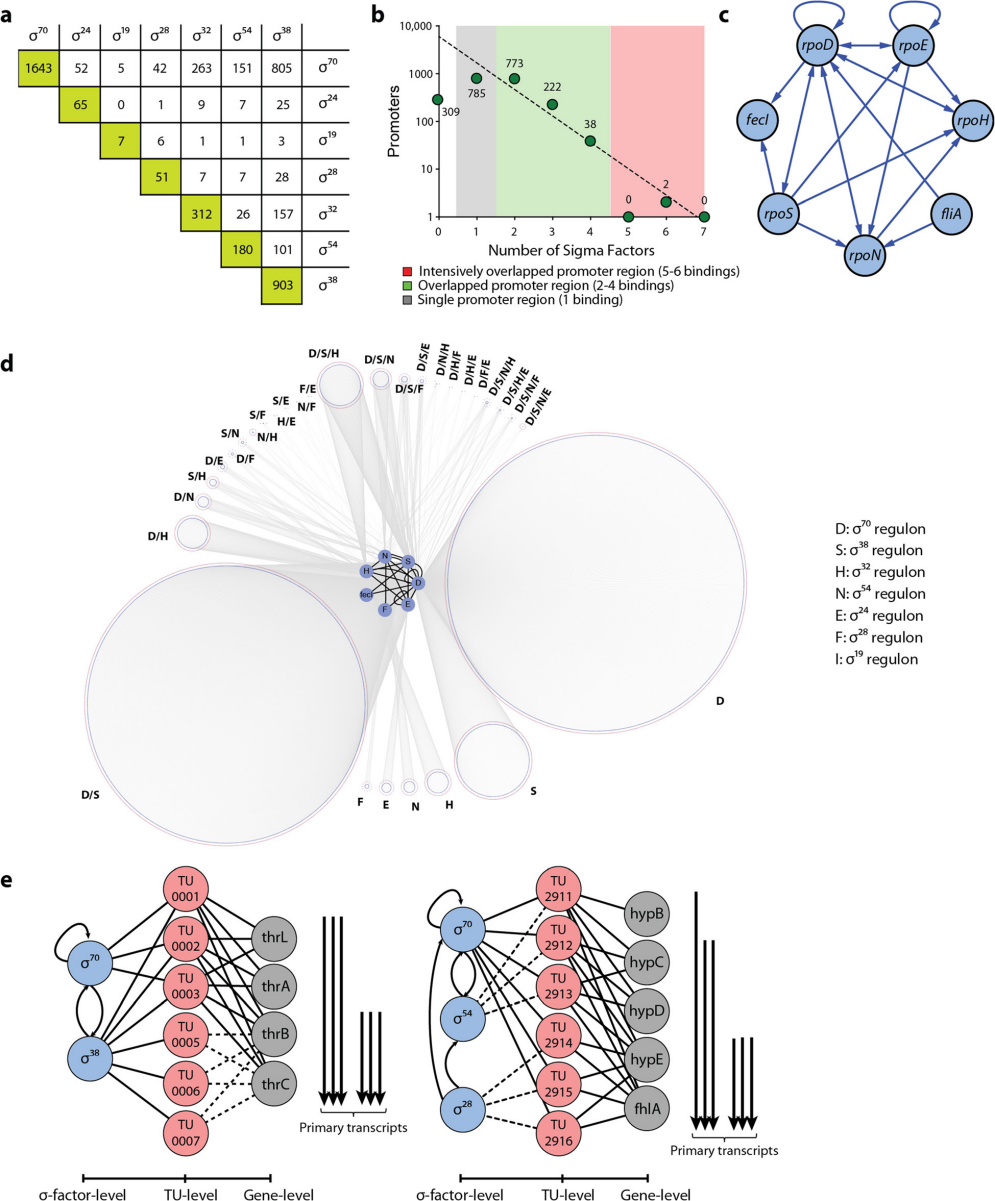
**Properties of the reconstructed σ-factor network in *Escherichia coli. *(a)** Extensive overlapping between σ-factor binding sites. For each σ-factor, σ^70^, σ^38^, σ^54^, σ^32^, σ^28^, σ^24^, and σ^19^, we identified 1,643, 903, 180, 312, 65, 51, and 7 binding regions, respectively. The number of binding regions overlapping between any two σ-factors is shown. For instance, 805 binding regions that were bound by both σ^70^ and σ^38^ were identified. **(b)** Number of promoters bound by multiple σ-factors showed a complex overlap between different σ-factors, indicating complicated alternative σ-factor usage. **(c)** A regulatory network between σ-factors in *E. coli*, in which σ^70^ and σ^38^ regulate expression of most of the seven σ-factors; σ^70^ and σ^24^ auto-regulate themselves. **(d)** Reconstruction of a three-layered network of σ-factors, transcription units (TUs), and genes. This network shows that many transcription start sites (TSSs) are shared by multiple σ-factors, suggesting possible competition between σ-factors for promoter binding. **(e)** Examples of *thrLABC* and *hypBCDE*-*fhlA* transcription units that are differently regulated by multiple σ-factors, and result in different TUs containing different sets of genes. For instance, TU001 is regulated by σ^70^ and contains four genes, *thrLABC*, while TU0005 is regulated by σ^38^ and had only two genes, *thrB* and *thrC*.

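The copy of Table S6 used here pairs 1999 of the 4724 TSSs with the first gene of their transcription unit, and 7 of these units start in *thrLABC*, all on the leading strand. With *thrL* as the first gene, 3 TSSs were listed, at positions 148, 177 and 186, and *thrA* was the first gene for the TSS at 195. The TSS at 148, whose sequence in Table S4 is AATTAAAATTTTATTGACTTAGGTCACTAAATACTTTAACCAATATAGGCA with the start at the last base, had 1394 reads in glutamine and 0 in stationary phase and heat shock. The TSS at 177 lies 29 nt downstream, and its sequence is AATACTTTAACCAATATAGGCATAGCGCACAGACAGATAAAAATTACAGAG. There, 1768 reads were found in stationary phase, 6886 in heat shock and 0 in glutamine. The shares below are of listed reads, so positions that the authors' selection did not keep are missing from the totals and from the intervals. Of the glutamine reads listed at the 4 starts of *thrL* and *thrA*, 96.6% lay at 148 (Wilson 95% interval 95.5% to 97.4%, 1443 reads). Of the stationary phase reads, 50.3% lay at 177 (48.6% to 51.9%, 3517 reads) and 39.5% at 186 (37.9% to 41.1%). All 6886 heat shock reads listed at these starts lay at 177. At each of the other starts the Wilson interval reaches 0.0558%, which covers counting error only. A count of 0 there can also mean that the authors' selection did not keep the position, so this is no upper limit on its use. Transcription units that begin with *thrB* had 3 TSSs with fewer reads. At 2581 the counts were 17 in stationary phase, 23 in glutamine and 71 in heat shock. The TSS at 2678 had 19 reads, in glutamine alone, and the TSS at 2690 had 20 reads in stationary phase and 39 in heat shock.
For *hypBCDE-fhlA*, the units drawn in Fig. 2e were matched to the deposited list by their number, which equals the order of the TSS in the list for all 1999 units compared. By this order, 6 TSSs on the leading strand belong to the drawn units. The first, at 2848861, had 111 reads in stationary phase and 40 in glutamine, and none in heat shock. The TSSs at 2849497, 2849560 and 2850697 had 13, 6 and 17 reads, in stationary phase alone. At 2850800 the counts were 4 in glutamine and 16 in heat shock, and at 2850896 they were 31 in stationary phase and 4 in glutamine. A condition without reads at these TSSs can also be one in which the authors' selection did not keep the position.

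**Figure D1:**
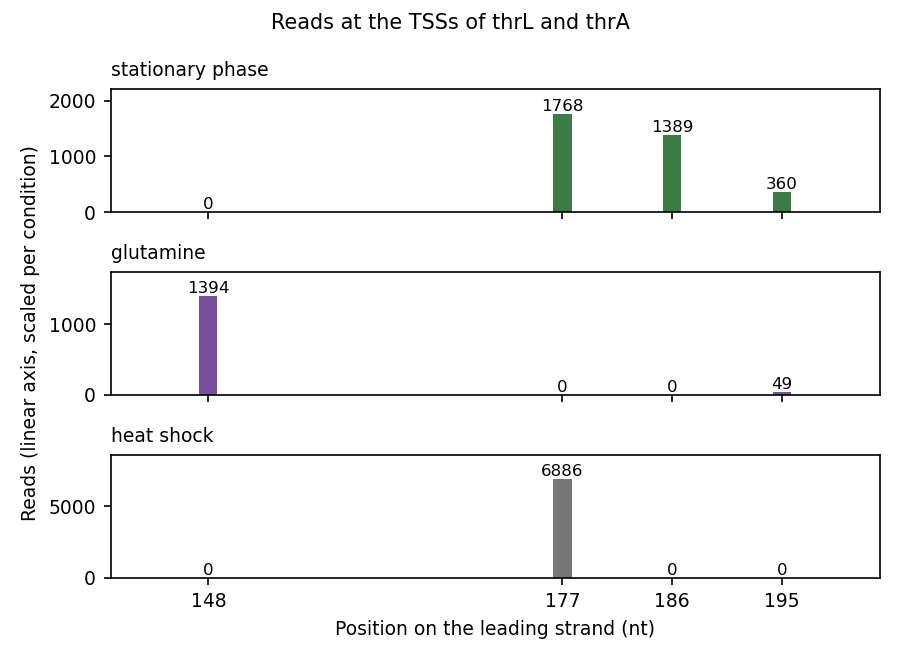
Reads at the TSSs of *thrL* and *thrA*, by position on the leading strand in nt, on a linear axis scaled for each condition. Each bar is the pooled count of 1 condition, without error bars because the replicates are pooled, and the bar at 148 appears only in glutamine, with 1394 reads.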

By integrating the entire Eσ^x^ and σ-factor binding regions, we obtained the genome-wide Eσ-binding region map (Eσ map) comprising 3,161 binding regions (see Additional file 6: Table S4). Next, each Eσ-binding site was classified into one of three categories depending on the number of σ-factors recruited to that site: single Eσ-binding promoter region (SPR), overlapped Eσ-binding promoter region (OPR), and intensively overlapped Eσ-binding promoter region (IOPR) (Figure 1b, d; Figure 2b). For instance, all σ-factors except σ^19^ were detected at the promoter region of the *rpoD* gene, which encodes σ^70^; however, only σ^19^ was found to bind to the promoter region of the *fecABCDE* operon, which encodes the ferric citrate outer membrane receptor and the ferric citrate ATP-binding cassette (ABC) transporter (Figure 1d). Over 48% of Eσ-binding regions identified in this study were overlapped or extensively overlapped binding regions, indicating that Eσ switching, or binding of alternative Eσ, at the same promoter region may be needed to ensure continued gene expression in response to environmental changes [2] (Figure 2a).

### Determination of the genome-wide promoter map

We found that 69% of the Eσ-binding regions exhibited strand specificity, with the balance being observed as divergent promoter regions (see Additional file 1: Figure S1). Although the assignment of the RNAP-binding regions to each strand was achievable using the expression profiles [7], it was difficult to assign σ-factors directly to the promoter regions because information on the *cis*-acting sequence elements, such as the −10 and −35 boxes in the promoter regions, is not yet fully elucidated for each σ-factor. To identify the promoter elements more precisely with strand specificity and a better resolution than ChIP-chip, we performed transcription start site (TSS) profiling at the genome scale with a single nucleotide resolution. 

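*E. coli* K-12 MG1655, a wild-type laboratory strain, was sampled in 3 growth conditions with 2 biological replicates in each, giving 6 libraries. Stationary phase cultures in M9 minimal medium were collected at an OD_600nm_ of 1.5, and the cultures for the other conditions at 0.5. All media contained 2 g/l glucose, and the glutamine cultures received 2 g/l glutamine in W2 medium as the nitrogen source. Growth was at 37°C. For heat shock, the methods of the paper give a transfer into medium pre-warmed to 50°C for 10 minutes, whereas the sample descriptions give 42°C for the same time. RNA with a 5′ triphosphate, which marks the first nucleotide of a primary transcript, was enriched before an adaptor was ligated to its 5′ end, so that the first base of a read gives the position where transcription started.
The authors aligned the reads without mismatches, kept those with a unique location that were present in both replicates, selected the strongest 5′ ends, and deposited a list of 4724 TSSs with whole-number read counts that were not normalized. Each condition has 1 count column in which both replicates are pooled, so no replicate error could be computed and no difference between conditions was tested per TSS. The columns summed to 1240980 reads for stationary phase, 640196 for glutamine and 1274648 for heat shock. The lowest count other than 0 was 2 in each column, and the median over the TSSs with reads was 17 in stationary phase, 17 in glutamine and 16 in heat shock. A count of 3 reads, the limit that a count of 0 allows, equals 0.000242% of the stationary phase reads, 0.000469% of the glutamine reads and 0.000235% of the heat shock reads. Reads from amplified cDNA are not independent molecules, so intervals and limits cover counting error only, and a count of 0 can also mean that the authors' selection did not keep the position in that condition. A TSS was counted as found in a condition when its count there was above 0. The fourth count column, for exponential phase, was not used.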

A genome-wide TSS map was generated from TSS profiling by rapid amplification of cDNA ends (RACE) followed by deep sequencing after 5′ triphosphate enrichment [8-10] for three conditions: stationary phase, heat shock, and alternative nitrogen source with glutamine. TSS profiling for exponential phase was taken from a previous study [9], and processed together with the other three datasets. The TSS map was then integrated with the Eσ map to build a strand-specific promoter map (P map) (Figure 1b-d).

### Reconstruction of sigma factor regulons and their overlaps

The P map was combined with the transcription unit (TU) map [7], resulting in the σ-factor-TU gene (σ-TUG) network (Figure 2d, e; see Additional file 7: Table S6). A network of interactions between the σ-factors was extracted from the σ-TUG network (Figure 2c). σ^70^ and σ^24^ are the only σ-factors that auto-regulate themselves, and σ^70^ and σ^38^ regulate most of the other σ-factors, reflecting their roles as housekeeping σ-factors in exponential and stationary phase [1]. Gene essentiality data are available for *E. coli*[11], and only *rpoD* has been found to be an essential σ-factor*.* This network feature is consistent with the fact that σ^70^ regulates the highest number of σ-factors, including itself. In addition, σ^70^ has the largest regulon, and this cannot be replaced by the other σ-factors (Figure 2d).

The significant overlap of σ-factor regulons leads to the fundamental questions: what is the molecular basis for the overlap, and what are the consequences of having a complicated σ-factor network? Because each σ-factor has an individual ability to recognize *cis*-acting sequence elements in the promoter region (such as −10 box or −35 box), we analyzed the sequence motifs of the promoter regions (see Additional file 1: Figure S2). As in previous studies [12-14], the sequence motifs of σ^70^ and σ^38^ were found to have a similar −10 box sequence (TAtaaT and CTAtacT); however, unlike the σ^70^ sequence motif, σ^38^ did not have a distinctive −35 box. The similarity in the −10 box sequence motifs of the σ^70^- and σ^38^-specific promoters and the degenerate nature of the −35 box sequence of the σ^38^-specific promoters explains, in part, how a large overlap between σ^70^ and σ^38^ regulons is possible.

With the structure and molecular details of the σ-TUG network in hand, we were able to study its functional states. Because of the limited number of E complexes in a growing *E. coli* cell [1], each σ-factor should compete to achieve association with an E complex to initiate transcription. Thus, it becomes important which factor Eσ^x^ binds, and how frequently it does so [15]. We found that the promoter sets specific to each σ-factor overlap extensively, and a large number of promoters bound by multiple σ-factor share the same TSS (Figure 2a,d). These findings raise questions about the molecular mechanism of σ-factor competition for binding to the E complex and subsequently to the promoter, and how that affects transcription initiation.

### Sigma factor competition in overlapped promoters

σ-factors are believed to act predominantly as positive effectors, as they recognize the *cis*-acting elements in promoters that enable the Eσ^x^ to bind. Interestingly, however, σ^38^ has a negative effect on the expression level of some genes, even though it acts mainly as a positive effector [16,17]. To shed light on the molecular mechanisms of σ-factor competition by σ^38^, we performed ChIP-chip experiments for RpoB with wild type (WT) *E. coli* and its isogenic *rpoS* knock-out strain to obtain differential Eσ^x^ binding to the genome. The differential binding intensity of the Eσ^x^ to the promoters of 1,139 genes, whose transcription is directly affected by σ^38^, is shown in Figure 3a. If σ^38^-specific promoters were bound only by σ^38^, then the E complex recruited to those promoters would be very scarce. However, the majority of σ^38^-specific promoters showed significant levels of signaling for Eσ^x^ binding in the σ^38^ deletion strain, indicating recruitment of the Eσ^x^ and implying rescue of transcription activity (Figure 3a).

**Figure 3:**
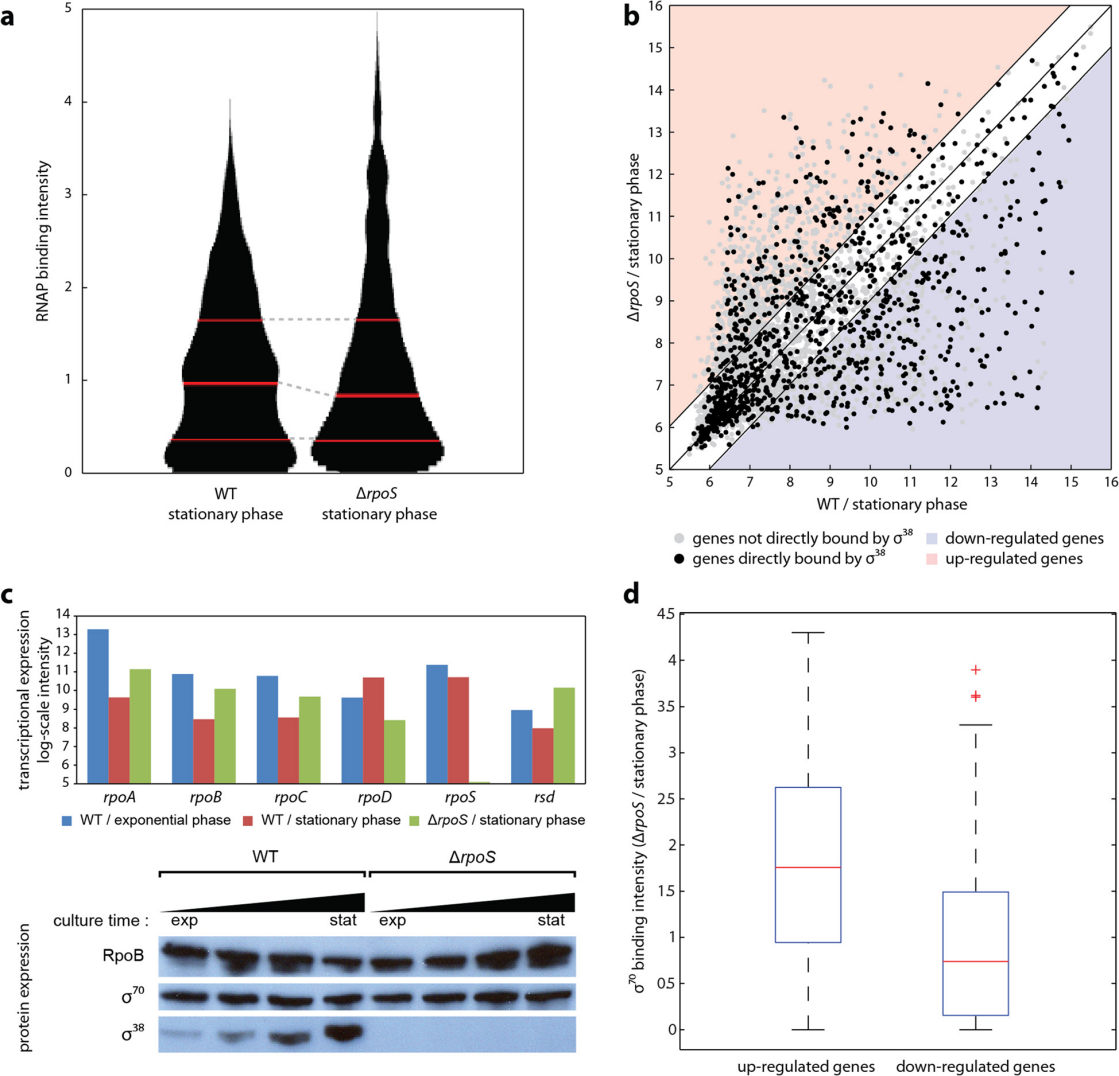
**Competition between σ**^**70 **^**and σ**^**38 **^**in overlapping promoter regions. (a)** Recruitment of RNA polymerase (RNAP) core enzyme to promoters upstream of 1,139 σ^38^-specific genes was recovered when *rpoS* was knocked out. RNAP binding intensity on the *y*-axis was the chromatin immunoprecipitation and microarray (ChIP-chip), intensity; the three red lines represent the first, second, and third quantiles. **(b)** Comparison of transcriptional expression of genes in wild type (WT) and *ΔrpoS* strains. Of 1,139 genes with σ^38^-specific promoters,178 had up-regulated transcription (red background) and 291 had down-regulated transcription (blue background). **(c)** Expression level of σ^70^ and σ^38^ was measured at both th transcriptional and translational levels. The amount of σ^70^ was abundant in exponential and stationary phase, and so it was absent in *rpoS*. **(d)** After rpoS knock-out, up-regulated genes were more strongly bound by σ^70^ than down-regulated genes.

To confirm that the detected binding of the Eσ^x^ leads to transcription, we performed expression profiling with WT and *rpoS* knock-out strain cells under stationary phase conditions (Figure 3b; see Additional file 8: Table S7). Most genes having σ^38^-specific promoters were expressed. Of 1,139 genes with σ^38^-specific promoters, 178 (16%) showed up-regulated expression when *rpoS* was removed and 291 (26%) showed expression that was down-regulated more than two-fold (*t*-test *P*-value ≤0.05). The remaining 58% of the genes showed no statistical significance in expression (fold change <2) or were not expressed in either strain. In the absence of *rpoS*, σ^38^-specific promoters became active in transcription, leading to expression of the corresponding genes, but at a different level for 469 (41%) of these 1,139 genes.

Expression of genes with σ^38^-regulated genes was recovered when *rpoS* was knocked out; however, it is not known which of the other σ-factors is replacing the role of σ^38^. As σ^70^ shared the largest portion of promoters with σ^38^, it is reasonable to assume that σ^70^ would replace σ^38^ when σ^38^ is missing. In *E. coli* MC4100, it was reported that the amount of σ^70^ is in abundance during stationary phase [18]. Similarly, we found that *E. coli* K-12 MG1655 also showed high protein expression of σ^70^ during stationary phase in WT and *ΔrpoS* strain (Figure 3c, see Additional file 1 for detailed description). In addition, we examined how many genes bound by σ^38^ in the WT strain were bound by σ^70^ when *rpoS* was deleted. We found that about 89% of those genes was bound by σ^70^ when σ^38^ was missing, (see Additional file 1: Figure S3). This unexpectedly high rate of σ-factor substitution explains how the majority of genes directly bound by σ^38^ recovered their expression when *rpoS* was knocked out (Figure 3b). However, it is still unclear how some of those genes were up-regulated.

Because approximately 89% of these genes were bound by σ^70^, we measured the intensity of σ^70^ binding in Δ*rpoS* during stationary phase with ChIP-chip experiments, and compared the binding intensity between up-regulated and down-regulated genes (Figure 3d; see Additional file 1: Figure S4). This measurement showed that up-regulated genes were bound more strongly by σ^70^ (*P*-value of Wilcoxon rank sum test was 4.80 × 10^-18^), suggesting that strong σ^70^ binding resulted in increased transcription. This finding indicates that the presence of σ^38^ actually contributed to repressing the transcriptional expression of some genes, presumably by competition for shared promoters between σ^70^ and σ^38^.

### Comparative analysis of the sigma factor network in closely related species

With the detailed reconstruction of the σ-TUG network in *E. coli*, we could now address the issue of the difference between such networks in closely related species. Genome-wide identification of TSSs of two gamma-Proteobacteria, *E. coli* and *Klebsiella pneumoniae*, revealed that promoter regions upstream of orthologous genes are differently organized in the two species, resulting in different usage of TSSs [9]. As σ-factors recognize sequence elements of promoters, and they are directly upstream of TSSs, it is important to determine any differences in σ-factor binding patterns. Whereas the *E. coli* genome contains seven σ-factors, *K. pneumoniae* is known to have only five, missing *fliA* and *fecI*, which are found in *E. coli*. The five σ-factors that the two species have in common are highly conserved in terms of amino acid sequence similarity: 95.9% for *rpoD*, 98.5% for *rpoS*, 89.8% for *rpoN*, 95.1% for *rpoH*, and 96.3% for *rpoE*. Promoter sequence motifs examined from the TSSs were found to be identical between *E. coli* and *K. pneumoniae*, suggesting that the sequence motifs for each orthologous σ-factor are identical [9,19]. However, the different organization of upstream regulatory regions of the two species and the different pattern of transcription initiation indicates the possibility of significantly diverse σ-factor binding.

To investigate the binding patterns of two major σ-factors, *rpoD* and *rpoS*, we analyzed ChIP-chip datasets for σ^70^ under exponential phase and σ^38^ under stationary phase grown in glucose minimal media as described previously [19]. *E. coli* and *K. pneumoniae* have 4,513 and 5,305 genes, respectively, and 2,876 coding genes were defined as orthologs by two-way reciprocal alignment. Binding of σ^70^ and σ^38^ under specified conditions upstream of those orthologous genes was analyzed and clustered (Figure 4a). Of the 2,876 orthologous genes, 60% showed the same binding patterns (584 had both σ factors bound, 213 had σ^70^ bound, 102 had σ^38^ bound, and 847 had neither factor bound). These two closely related bacteria, *E. coli* and *K. pneumoniae,* share the majority of their gene contents, with most of the open reading frames having highly conserved sequences. However, conserved genes showed significantly different σ-factor binding patterns, indicating diverse gene regulation by different transcription initiation (Figure 4c,d). Interestingly, in some cases, altered binding of σ-factors was associated with changes in TU organization, suggesting even more diverse regulation between the two species. Although two major σ-factors were found to bind differently upstream of orthologous genes, regulation between σ-factors remained unchanged, except for the two missing σ-factors, *fliA* and *fecI*, in *K. pneumoniae* (see Additional file 1: Figure S5). Thus, regulation of gene expression by σ-factors may evolve faster than regulation among the σ-factors themselves.

**Figure 4:**
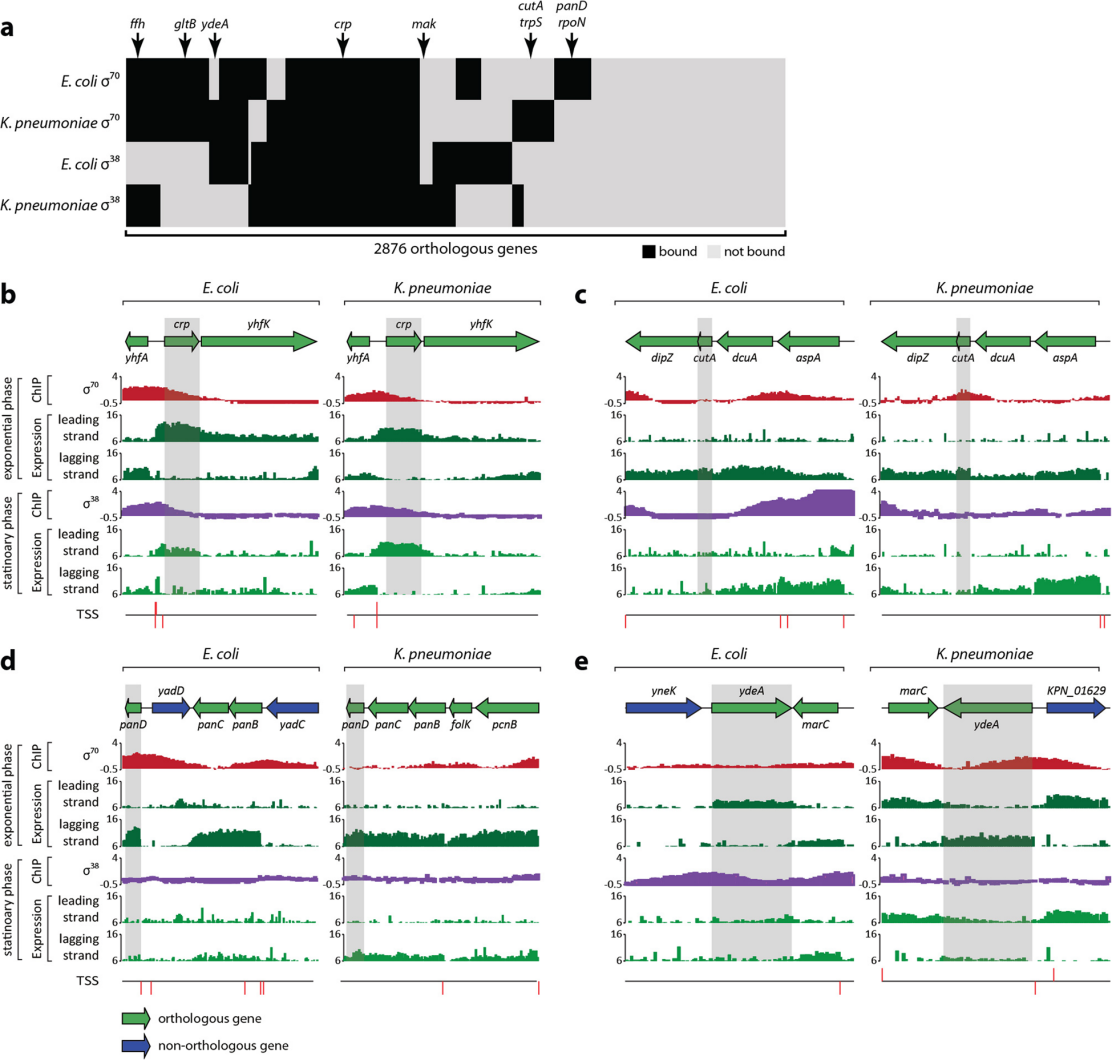
**Conservation and divergence in transcriptional regulation by σ-factors. (a)** Clustering σ-factor binding patterns revealed conserved and divergent transcriptional regulation of 2,876 orthologous genes. **(b)***crp* is regulated by σ^70^ and σ^38^ in both species, showing regulation conservation. **(c)** In *Esherichia coli*, *cutA* is a part of the *dcuA-cutA-dipZ* transcription unit (TU) and is regulated by σ^70^ and σ^38^, while *cutA* in *Klebsiella pneumoniae* is the first gene in its TU, and is directly bound by σ^70^. **(d)** In *K. pneumoniae*, *panD* is a part of the *panBCD* TU, which is regulated by σ^70^. However, in *E. coli*, *panD* is separated from *panBC* by *yadD*, making another distinct TU. These two TUs are both regulated by σ^70^. **(e)** A genomic region containing *ydeA* and *marC* in both species was inverted, and this genomic inversion was accompanied by a transcription regulation switch between σ^70^ and σ^38^.

## Conclusions

Genome-scale measurements enabled us to reconstruct the σ-TUG network in *E. coli* K-12 MG1655. This network is at the core of transcriptional regulation in bacteria. Its reconstruction has enabled the assessment of its topological characteristics, functional states, and limited comparison with related species. With the integration of a growing body of experimental data on transcription factor (TF) binding and activity, the resource provided here opens up the possibility of developing a comprehensive reconstruction of the entire transcriptional regulatory network in *E. coli*, which would simultaneously describe the function of σ-factors and TFs that produce the entire expression state of the organism.

## Methods

### Bacterial strains, media, and growth conditions

*E. coli* K-12 MG1655 and its isogenic knock-out strains were used in this study. The deletion mutants (*ΔrpoS and ΔrpoN)* were generated by a λ Red and FLP-mediated site-specific recombination system [20]. *E. coli* cells were harvested at mid-exponential phase (optical density at 600 nm (OD_600nm_) of approximately 0.5) with the exception of stationary phase experiments (OD_600nm_ approximately 1.5). Glycerol stocks of *E. coli* strains were inoculated into M9 or W2 minimal media [21] (for nitrogen-limiting condition) with glucose (2 g/l) and cultured overnight at 37°C with constant agitation. Cultures were then diluted 1:100 into 50 ml of fresh minimal media. and cultured at 37°C to appropriate cell density. For heat-shock experiments, cells were grown to mid-exponential phase at 37°C. and half of the culture was used as a control, while the remaining culture was transferred into pre-warmed (50°C) media and incubated for 10 minutes. For nitrogen-limiting condition, ammonium chloride in the minimal media was replaced by glutamine (2 g/l).

### Total RNA isolation

Cell (3 ml) culture was mixed with 6 ml RNAprotect Bacteria Reagent (Qiagen, Valencia, CA, USA). Samples were mixed immediately by vortexing for 5 seconds, incubated for 5 minutes at room temperature, then centrifuged at 5000 × *g* for 10 minutes. The supernatant was decanted, and any residual supernatant was removed by inverting the tube once onto a paper towel. Total RNA samples were then isolated using an RNeasy Plus Mini Kit (Qiagen) in accordance with the manufacturer’s instructions. Samples were then quantified using a NanoDrop 1000 spectrophotometer (Thermo Scientific), and the quality of the isolated RNA was checked by visualization on agarose gels and by measuring the ratio of the absorbance at 260 and 280 nm (A_260_/A_280_ ratio) of the sample (>1.8).

### Transcriptome analysis

Transcriptome datasets with oligonucleotide tiling microarrays for WT *E. coli* K-12 MG1655 grown under four conditions (exponential phase, stationary phase, heat shock, and nitrogen-limiting condition), were taken from a previous study [7]. In order to obtain a transcriptome dataset for *E. coli* deletion mutant *ΔrpoS*, a previously described protocol [9] was adapted for the deletion mutant in the current study. Briefly, 10 μg of purified total RNA sample was reverse transcribed to cDNA with amino-allyl dUTP. The amino-allyl-labeled cDNA samples were then coupled with Cy3 monoreactive dyes (Amersham). Cy3-labeled cDNAs were fragmented to the 50 to 300 bp range with DNase I (Epicentre). High-density oligonucleotide tiling arrays consisting of 371,034 50-mer probes spaced 25 bp apart across the whole *E. coli* genome were used (Roche Nimblegen). Hybridization, washing, and scanning were performed in accordance with the manufacturer’s instructions. Three biological replicates were used for stationary phase in glucose minimal media. Probe level data were normalized with a robust multiarray analysis (RMA) algorithm without background correction, as implemented in NimbleScan 2.4 software.

### TSS-sequencing by modified 5′ RACE, and deep sequencing

The raw TSS dataset for exponential phase was taken from a previous study [9]. For the other three conditions (stationary phase, heat shock, and nitrogen-limiting condition), the previously described TSS determination protocol [9] was adapted for *E. coli* K-12 MG1655. To enrich intact 5′ tri-phosphorylated mRNAs from the total RNA, 5′ mono-phosphorylated rRNA and any degraded mRNA were removed by treatment with a Terminator 5′-Phosphate Dependent Exonuclease (Epicentre) at 30°C for 1 hour. The reaction mixture consisted of 10 μg purified total RNA, 1 μl terminator exonuclease, reaction buffer, and RNase-free water up to total 20 μl. The reaction was terminated by adding 1 μl of 100 mM EDTA (pH 8.0). Intact tri-phosphorylated RNAs were precipitated by adding 1/10 volume of 3 M sodium acetate (pH 5.2), 3 volumes of ethanol, and 2 μl of 20 mg/ml glycogen. RNA was precipitated at −80°C for 20 minutes and pelleted, washed with 70% ethanol, dried in Speed-Vac for 7 minutes without heat, and resuspended in 20 μl nuclease free water. The tri-phosphorylated RNA was then treated with RNA 5′-Polyphosphatase (Epicentre) to generate 5′-end mono-phosphorylated RNA for adaptor ligation. The RNA sample from the previous step was mixed with 2 μl 10× reaction buffer, 0.5 μl SUPERase-In (Ambion), 1 μl RNA 5′-Polyphosphatase, and RNase-free water up to 20 μl. The mixture was incubated at 37°C for 30 minutes and reaction was stopped by phenol-chloroform extraction. Ethanol precipitation was carried out for isolating the RNA as described above. To ligate the 5′ small RNA adaptor (Table 1) to the 5′-end of the mono-phosphorylated RNA, the enriched RNA samples were incubated with 100 μM of the adaptor and 2.5 U of T4 RNA ligase (New England Biolabs). cDNAs were synthesized using the adaptor-ligated mRNAs as template using a modified small RNA RT primer from Illumina (Table 1) and Superscript II Reverse Transcriptase (Invitrogen). The RNA was mixed with 25 μM modified small RNA RT primer and incubated at 70°C for 10 minutes and then at 25°C for 10 minutes. RT was carried out at 25°C for 10 minutes, 37°C for 60 minutes, and 42°C for 60 minutes, followed by incubation at 70°C for 10 minutes. The RT reaction mixture consisted of 5× first^t^ strand buffer; 0.01 M DTT, 10 mM dNTP mix, 30 U SUPERase•In (Ambion), and 1500 U SuperScript II (Invitrogen). After the reaction, RNA was hydrolyzed by adding 20 μl of 1 N NaOH and incubating the mixture at 65°C for 30 minutes. The reaction mixture was neutralized by adding 20 μl of 1 N HCl. The cDNA samples were amplified using a mixture of 1 μl cDNA, 10 μl Phusion HF buffer (NEB), 1 μl dNTPs (10 mM), 1 μl SYBR Green (Qiagen), 0.5 μl HotStart Phusion (NEB), and 5 pM small RNA PCR primer mix. The amplification primers used are shown in Table 1. The PCR mixture was denatured at 98°C for 30 seconds and cycled to 98°C for 10 seconds, 57°C for 20 seconds, and 72°C for 20 seconds. Amplification was monitored by a LightCycler (Bio-Rad) and stopped at the beginning of the saturation point. Amplified DNA was run on a 6% Tris-borate-EDTA (TBE) gel (Invitrogen) by electrophoresis, and DNA fragments ranging from 100 to 300 bp were size-fractionated. Gel slices were dissolved in two volumes of EB buffer (Qiagen) and 1/10 volume of 3 M sodium acetate (pH 5.2). The amplified DNA was then ethanol-precipitated and resuspended in 15 μl DNase-free water (USB). The final samples were then quantified using a NanoDrop 1000 spectrophotometer (Thermo Scientific).

**Table 1:** Primers used in the study

**Primer**	**Direction**	**Sequence 5′→3′**
Small RNA adaptor	-	GUUCAGAGUUCUACAGUCCGACGAUC
Small RT primer	-	CAAGCAGAAGACGGCATACGANNNNNNNNN
Amplification primers	Forward	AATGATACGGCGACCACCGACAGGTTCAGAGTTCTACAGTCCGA
	Reverse	CAAGCAGAAGACGGCATACGA

RT, reverse transcription.

### Sequencing, data processing, and mapping

The data processing and mapping of the sequencing results to obtain potential TSSs was performed exactly as described previously [9]. In brief, the amplified cDNA libraries from two biological replicates for each condition were sequenced on an Illumina Genome Analyzer. Sequence reads for cDNA libraries were aligned to the *E. coli* K-12 MG1655 genome (NC_000913) using Mosaik [22] with the following arguments: hash size = 10, mismatach = 0, and alignment candidate threshold = 30 bp. Only reads that aligned to a unique genomic location were retained. Two biological replicates were processed separately, and only sequence reads presented in both biological replicates were considered for further processing. 

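Among all same-strand pairs of TSSs in the deposited list, 36 pairs lay 1 to 5 nt apart and 333 lay 6 to 10 nt apart, with 275 pairs at 11 to 15 nt. The median distance between neighbours on the same strand was 200 nt. Within single conditions, 24 neighbouring pairs were 1 to 5 nt apart over the 3 conditions, 10 of them in stationary phase, 8 in glutamine and 6 in heat shock, and 255 were 6 to 10 nt apart. Among TSSs with a sum of at least 20 reads, the number at 1 to 5 nt was 2. Among pairs in which both TSSs had reads in the 3 conditions, those that shared none of the 3 numbered 3 at 1 to 5 nt and 47 at 6 to 10 nt. Whether these share exponential phase was not examined. A further 9 and 57 pairs included a TSS with 0 reads in all 3.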

The genome coordinates of the 5′-end of these uniquely aligned reads were defined as potential TSSs, and of these, only TSSs with the strongest signal within 10 bp window were kept, in order to remove possible noise signals. TSSs with signals that were 40% or greater of the strongest signal upstream of an annotated gene were considered as multiple TSSs. The strongest signal was defined as the potential TSS that had the highest number of reads out of all the TSSs upstream of an annotated gene. For further analysis, TSSs lying within RNAP-binding regions (see Additional file 4: Table S3) were used for integration with σ-factor binding information.

### Chromatin immunoprecipitation and microarray analysis

Briefly, the immunoprecipitated RNAP-associated DNA fragments were fluorescently labeled and hybridized to a high-density oligonucleotide tiling microarray representing the entire *E. coli* genome [5]. To identify *in vivo* binding regions of RNAP complex and six σ-factors (σ^70^, σ^54^, σ^38^, σ^32^, σ^28^, and σ^19^), we isolated DNA fragments bound to those RNAP subunits from formaldehyde-crosslinked *E. coli* cells, using ChIP with six different antibodies that specifically recognize each subunit (NeoClone). An *E. coli* strain harboring RpoH-8myc was constructed as previously described [23,24], and used for the σ^38^ ChIP-chip with anti-c-myc antibody (9E10; Santa Cruz Biotechnologies). Cells were grown under appropriate conditions (see Additional file 2: Table S1) and harvested. The immunoprecipitation (IP) DNA and mock-IP DNA were hybridized onto high-resolution whole-genome tiling microarrays, which contained a total of 371,034 oligonucleotides with 50-bp probes overlapping by 25 bp on both forward and reverse strands. Tiling microarrays were hybridized, washed, and scanned in accordance with the manufacturer’s instructions (Roche NimbleGen). To increase the depth of the number of promoter regions identified, datasets were generated under multiple growth conditions with a total number of 45 ChIP-chip experiments (36 for σ-factors and 9 for RNAP), and analyzed (see Additional file 2: Table S1). We were not able to obtain results for the ChIP-chip experiment for σ^24^. This could be because the expression level of σ^24^ was not high enough, or the conditions were not appropriate to activate σ^24^. To remedy the missing dataset, we deployed known binding information for σ^24^ from the public database [25].

### ChIP-chip data analysis

The analysis was performed, as previously described [7,26]. In brief, TF-binding regions were identified by using the peak-finding algorithm built into the NimbleScan software (Roche NimbleGen). Processing of ChIP-chip data was performed in three steps: normalization, IP/mock-IP ratio computation (in log_2_ scale) and enriched-region identification. The log_2_ ratios of each spot in the microarray were calculated from the raw signals obtained from both Cy5 and Cy3 channels, and then the values were scaled by Tukey bi-weight mean. The log_2_ ratio of Cy5 (IP DNA) to Cy3 (mock-IP DNA) for each point was calculated from the signals, then, the bi-weight mean of this log_2_ ratio was subtracted from each point. Each log-ratio dataset (from duplicate or triplicate samples) was used to identify TF-binding regions using the software (width of sliding window = 300 bp). Our approach to identify the TF-binding regions was to first determine the binding locations from each dataset, and then combine the binding locations from at least five of six datasets to define a binding region, using the recently developed MetaScope visualization software and genome browser [27].

### Western blotting

*E. coli* K-12 MG1655 and Δ*rpoS* deletion mutant cells were grown in M9 minimal media with 0.2% glucose, and were harvested from mid-exponential phase to stationary phase every 2 hours. Cells were pelleted by centrifugation, and were lysed with lysozyme in a lysis buffer (10 mM Tris–HCl (pH 7.5), 100 mM NaCl, and 1 mM EDTA. The supernatant was decanted after centrifugation to remove unlysed cells. The concentration of total protein in the lysate was measured with Qubit Protein Assay Kit (invitrogen), and 5 μg of total protein sample were mixed with 4× SDS-PAGE sample loading buffer (Invitrogen) and 10 mM DTT, then boiled at 90°C for 5 minutes. The boiled samples were separated by electrophoresis with 10% Bis-Tris gel in MOPS buffer, and transferred onto Hybond-ECL membrane (Amersham Biosciences). The membrane was briefly washed in TBS with 0.1% Tween-20 (1× TBS-T) for 5 minutes on a rocker, and then treated with 2% skim milk in TBS-T buffer for 1 hour with gentle shaking. The membrane was washed twice with TBS-T for 5 minutes each on a rocker, and then it was sliced into three pieces. with RpoB, σ^70^, and σ^38^ in each slice. Sliced membranes were treated with anti-RpoB, anti-σ^70^, and anti-σ^38^ antibodies (1:10,000 dilution; NeoClone) for 1 hour on a rocker. The membrane slices were washed once in TBS-T for 15 minutes, followed by three washes of 5 minutes each, and then treated with HRP-conjugated anti-mouse IgG (1:10,000 dilution; Amersham Bioscience) in dilution for 30 minutes on a rocker, followed by one wash in TBS-T for 15 minutes and three washes of 5 minutes each. Chemiluminescent detection was applied to peroxidase conjugates on membrane to detect the amount of RpoB, σ^70^, and σ^38^.

### Availability of supporting data

All raw and processed data files have been deposited to Gene Expression Omnibus (accession number GSE46740).

## Abbreviations

ABC: ATP-binding cassette; ChIP: Chromatin immunoprecipitation; ChIP-chip: chromatin immunoprecipitation and microarray; E: RNA polymerase core enzyme; IOPR: Intensively overlapped Eσ-binding promoter region; IP: immunoprecipitation; OPR: Overlapped Eσ-binding promoter region; RACE: rapid amplification of cDNA ends; RMA: Robust multiarray analysis; RNAP: RNA polymerase; SPR: Single Eσ-binding promoter region; TBE: Tris-borate-EDTA; TF: transcription factor; TSS: Transcription start site; TU: Transcription unit; σ-TUG: σ-factor-transcription unit gene; WT: wild type.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

BKC, DK, and BOP conceived the idea and designed the research. BKC, DK, and EMK performed the experiments. D, and BKC analyzed the data. DK, BKC, KZ, and BOP wrote the paper, with comments from other authors. All of the authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Strand specificity of RNA polymerase (RNAP) binding. **Figure S2.** Sequence motifs of σ-factors. **Figure S3.** The majority of σ^38^-specific promoters were bound by σ^70^ when *rpoS* is missing. **Figure S4.** Examples of up-regulated and down-regulated genes when *rpoS* was knocked out. **Figure S5.** Comparison of transcriptional regulation by two major σ-factors, σ^70^ and σ^38^, in two closely related bacteria. **Figure S6.** Comparison of transcriptional level of σ-factors and their anti-σ-factors. **Figure S7.** Purine and pyrimidine preferences at transcription start site (TSS) and −1 site. **Figure S8.** Number of TSSs found in one or multiple conditions. **Figure S9.** Clusters of Orthologous Groups (COG) clustering analysis of σ-factor regulons. Click here for file

Additional file 2: Table S1 *Escherichia coli* strains and culture conditions for chromatin immunoprecipitation and microarray (ChIP-chip) experiments. Click here for file

Additional file 3: Table S2 RRNA polymerase (RNAP) and σ-factor binding regions in *Escherichia coli.* Click here for file

Additional file 4: Table S3 Binding intensities of RNA polymerase (RNAP) and σ-factor binding regions. Click here for file

Additional file 5: Table S5 Comparison of σ-factor binding regions with known binding regions. Click here for file

Additional file 6: Table S4 Identified TSSs of *Escherichia coli* under four different conditions. Click here for file

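Table S4 gives for each TSS its reads, strand, the letters of the conditions in which it was found and a sequence of 51 nt that ends at the TSS. The copy used here holds 1997 of the 4724 TSSs, sorted by position up to 1908144, and all 1997 are in the deposited list. For each of the 1997, the letters for stationary phase, glutamine and heat shock matched the columns with a count above 0. The letter for exponential phase was missing from 1204 TSSs, and in all 1204 the reads of the table equalled the sum of the 3 deposited counts used here, without scaling by depth. TSSs with that letter were not compared.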

Additional file 7: Table S6 Reconstructed σ-factor-transcription unit gene (σ-TUG) network in *Escherichia coli.* Click here for file

Additional file 8: Table S7 Transcription levels of *Escherichia coli* genes in the wild type and the Δ*rpoS* strain. Click here for file

# Supplementary material for: Genome-scale reconstruction of the sigma factor network in Escherichia coli: topology and functional states
**Source:** BMC Biol. 2014 Jan 24;12:4. doi: 10.1186/1741-7007-12-4
**Supplement:** Additional file 1: Figure S1 — Strand specificity of RNA polymerase (RNAP) binding. Figure S2. Sequence motifs of σ-factors. Figure S3. The majority of σ38-specific promoters were bound by σ70 when rpoS is missing. Figure S4. Examples of up-regulated and down-regulated genes when rpoS was knocked out. Figure S5. Comparison of transcriptional regulation by two major σ-factors, σ70 and σ38, in two closely related bacteria. Figure S6. Comparison of transcriptional level of σ-factors and their anti-σ-factors. Figure S7. Purine and pyrimidine preferences at transcription start site (TSS) and −1 site. Figure S8. Number of TSSs found in one or multiple conditions. Figure S9. Clusters of Orthologous Groups (COG) clustering analysis of σ-factor regulons.

**Supplemental Information**

**SUPPLEMENAL FIGURES**

**
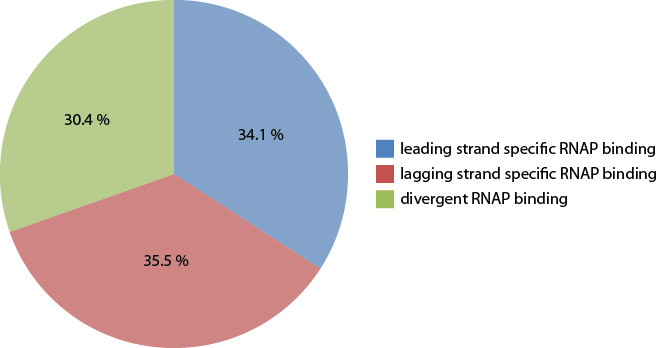
**

**Figure S1. Strand specificity of RNAP bindings.**

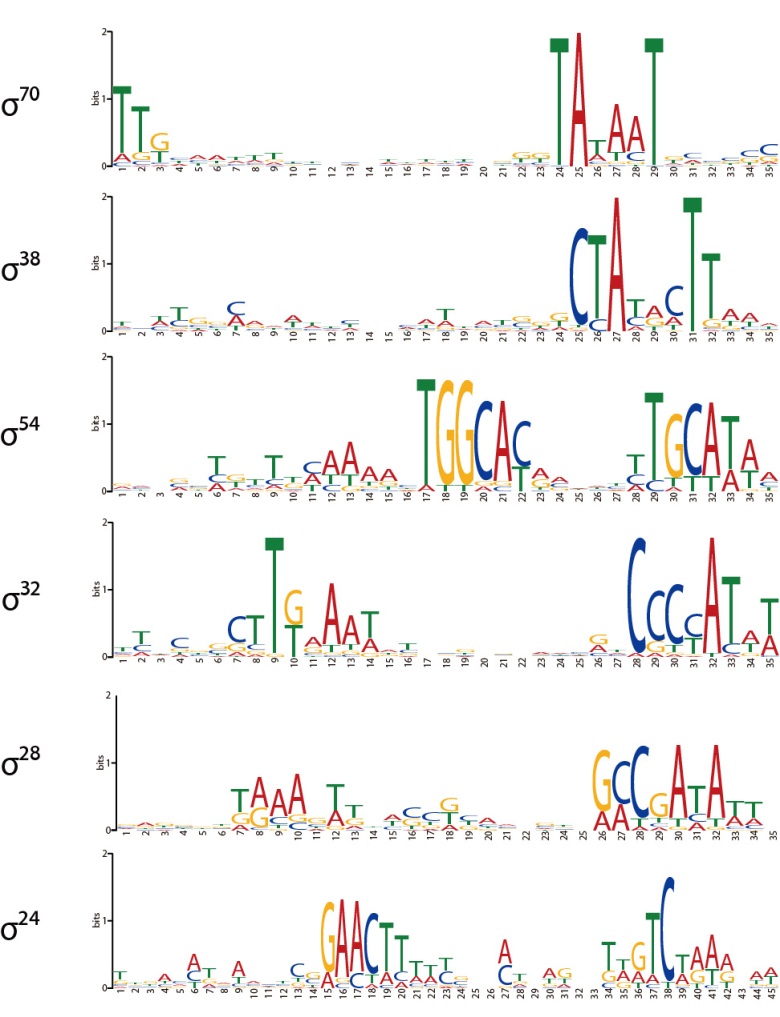

**Figure S2. Sequence motifs of σ-factors.**

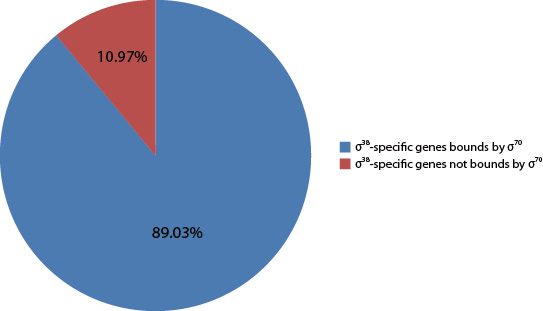

**Figure S3. The majority of σ^38^-specific promoters were bound by σ^70^ when *rpoS* is missing.**

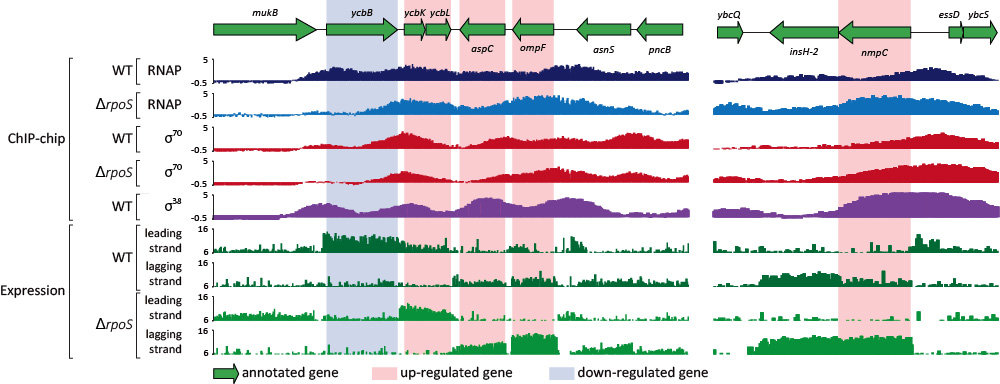

**Figure S4. Examples of up-regulated and down-regulated genes when *rpoS* is knocked out.** *ycbB* is an example of a down-regulated gene upon *rpoS* knock-out, and *ycbK*, *ycbL,* and *nmpC* are up-regulated genes. *ycbB* was not bound by σ^70^ when σ^38^ was missing, which resulted in no significant recruitment of RNAP enzyme complex, which was supported by no transcriptional expression of the particular gene. On the other hand, *nmpC* was more strongly bound by σ^70^ when σ^38^ was absent, which resulted in more RNAP binding and stronger expression.

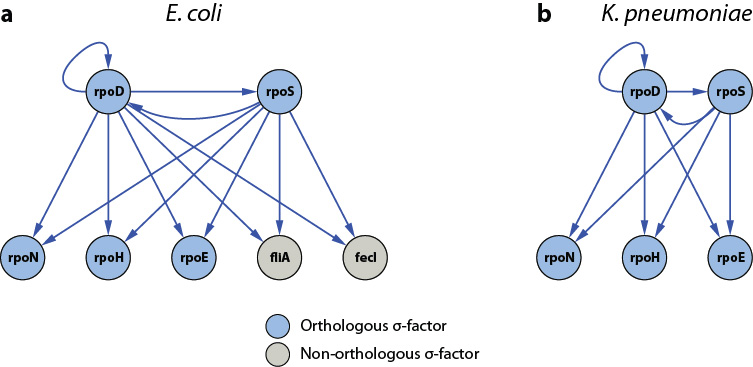

**Figure S5. Comparison of transcriptional regulation by two major σ-factors, σ^70^ and σ^38^, in two closely-related bacteria.**

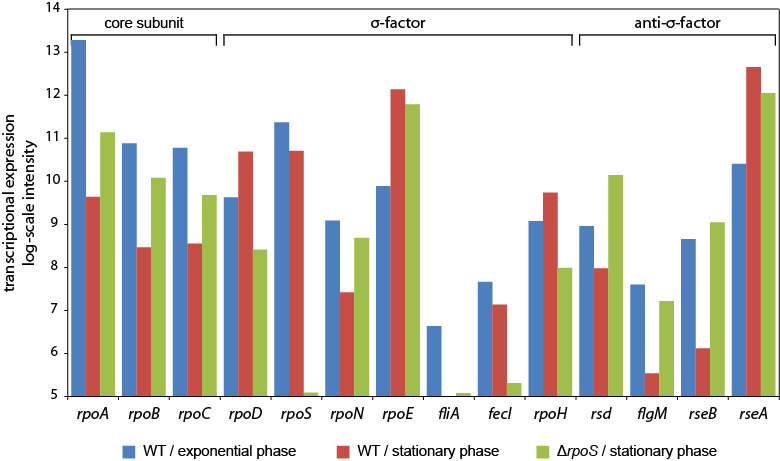

**Figure S6. Comparison of transcriptional level of σ-factors and their anti-σ-factors.**

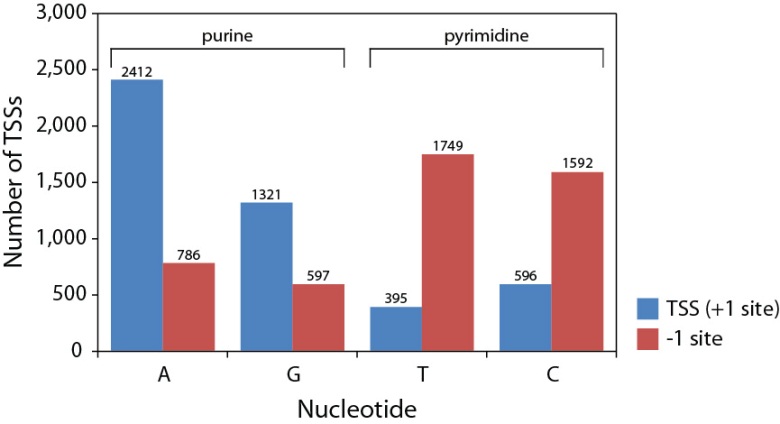

**Figure S7. Purine and pyrimidine preferences at TSS and -1 site.**

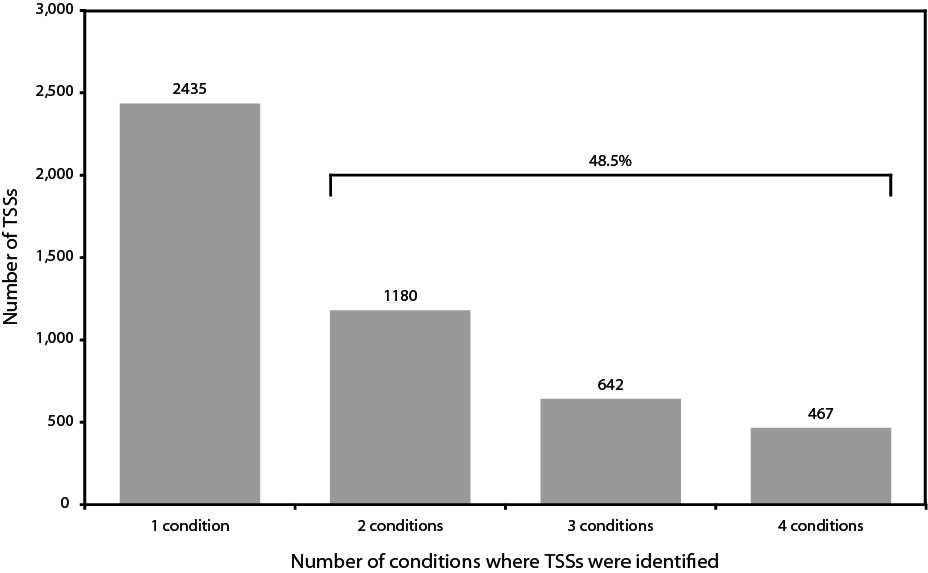

**Figure S8. Number of TSSs found in one or multiple conditions.**

**
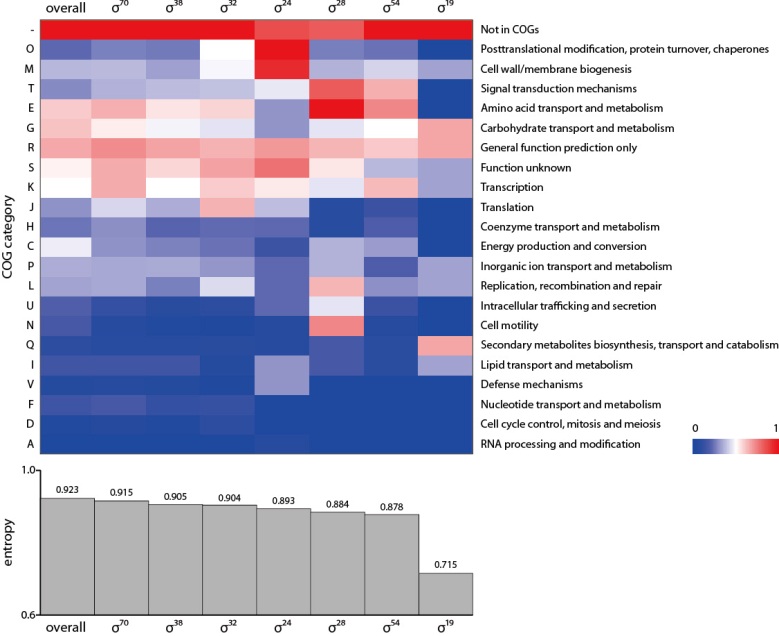
**

**Figure S9. COG clustering analysis of σ-factor regulons.**

**SUPPLEMENTAL TABLES**

**Table S1.** *E. coli* strains and culture conditions for ChIP-chip experiments

**Table S2.** RNAP and σ-factor binding regions in *E. coli*

**Table S3.** Binding intensities of RNAP and σ-factor binding regions

**Table S4.** Identified TSSs of *E. coli* under 4 different conditions

**Table S5.** Comparison of σ-factor binding regions with known binding regions

**Table S6.** Reconstructed σ- TUG network in *E. coli*

**Table S7.** Transcription levels of *E. coli* genes in the wild type and *ΔrpoS* strain

**SUPPLEMENTAL NOTES**

**Previously reported negative regulation by σ^38^**

The up-regulation of genes with σ^38^-specific promoters when *rpoS* is deleted is consistent with previous studies [[1](#_ENREF_1), [2](#_ENREF_2)] investigating negative regulation by σ^38^. *uspA* and *uspB*, encoding universal stress proteins, are divergently transcribed stasis-induced genes. The expression of *uspA* that was thought to have a σ^70^-specific promoter increased when *rpoS* was mutated, while the expression of *uspB* with a σ^38^-specific promoter was down-regulated[[1](#_ENREF_1)]. The expression data from this study confirmed this expression pattern. In another independent study[[2](#_ENREF_2)], 7 other genes, *fimA*, *glnQ*, *mglA*, *mutH*, *mutS*, *sdhA,* and *xylF*, were found as negatively affected by σ^38^, and they all agreed with our data. Thus, negative regulation by presence of σ^38^ is a regulation mechanism that is not limited to a small number of genes, but covers ~4% of the whole genome.

**Expression level of σ^70^ during stationary phase**

To confirm the expression level of transcripts and proteins in the *E. coli* K-12 MG1655 strain, we analyzed the transcriptomic expression level of genes encoding RNAP core subunits, σ-factors, and anti-σ factors under 3 different conditions: WT during exponential phase, WT during stationary phase, and Δ*rpoS* during stationary phase (**Figure 3c, Figure S5**). Compared to exponential phase, the transcription level of all RNAP core subunits, *rpoA*, *rpoB*, *rpoC* decreased significantly during stationary phase, whereas transcription of *rpoD* actually increased, and *rsd* transcription was down-regulated. This observation suggests the possibility of the concentration of σ^70^ being high enough to have a significant role during stationary phase. Unlike *rpoD*, the transcription change of *rpoS* between exponential and stationary phase was less dramatic, resulting in a slight decrease (**Figure 3c**). However both *rpoD* and *rpoS* mRNA transcripts are subject to complicated post-transcriptional regulation in *E. coli[*[*2*](#_ENREF_2)*]*, necessitating measurement of protein levels of those gene products. In *E. coli* WT, decrease of protein level of RpoB was accompanied with decrease of their transcriptional level, whereas the protein level of σ^70^ remained similar, and the amount of σ^38^ increased as cells entered stationary phase (**Figure 3c**). Thus, in *E. coli* K-12 MG1655, the expression level of σ^70^ in stationary phase is as high as in exponential phase, while the expression level of σ^38^ increases as cells enter stationary phase.

Does the expression level of σ^70^ change in in Δ*rpoS* strain during stationary phase? The answer to this question is important because σ^38^ binds directly upstream of *rpoD* and regulates its transcription (**Figure 1d**, **Figure 3c**). Based on the transcriptomic data, the transcriptional expression of *rpoD* indeed decreased by 4.9 fold, however the translational expression of σ^70^ did not decrease upon *rpoS* knock-out (**Figure 3c**). Thus, in conclusion, σ^70^ is the σ-factor with the highest concentration under stationary phase, and this is also the case when *rpoS* is knocked out, although some fraction of σ^70^ may be bound to Rsd, an anti-σ^70^ factor.

**Comparison of σ-factor binding between *E. coli* and *K. pneumoniae***

*crp* provides a good example for conserved σ-factor binding (**Figure 4c**). In both species, *crp* was bound by σ^70^ and σ^38^ in exponential and stationary phase, and the transcription initiation was detected by TSSs upstream of *crp* gene. The transcription initiation resulted in primary transcripts under the specified conditions. While *crp* is regulated in the same manner with two major σ factors, *cutA* represented altered σ factor binding and changed transcription unit structure. In both species, *cutA* is located between *dcuA* and *dipZ* orthologous genes in the lagging strand. However, those 3 genes were expressed in a contiguous transcript, indicating one transcription unit. The first gene, *dcuA*, was bound by σ^70^ and had two TSSs. On the other hand, in *K. pneumoniae*, *cutA* was directly bound by σ^70^ and *dcuA* was not. Although no TSS was identified upstream of *cutA* in *K. pneumoniae*, a sharp edge at the transcription starting point indicated a transcription initiation from that particular gene. *panD* showed another noteworthy example of disruption in the transcription unit and change in σ factor association, in two closely related microorganisms. In *E. coli*, *yadD* got in between *panD* and *panC*, resulting in 3 transcription units, while *K. pneumoniae* had an intact gene order and one transcription unit. In *K. pneumoniae*, *panBCD* made one transcription unit, supported by expression profiling and TSS dataset, and was bound by σ^70^ under exponential phase. However, interestingly, there were 3 distinct transcription units, *panD*, *yadD,* and *panBC*, which were expressed and regulated respectively. Their separate expression was confirmed by expression profiling and TSS determination, and *panD* and *panBC* transcription units were both bound by σ^70^. *ydeA* represents a case where σ factor binding is swapped between σ^70^ and σ^38^. *ydeA* and *marC* are adjacent in both genomes. However, *ydeA* lies on the leading strand in *E. coli*, while it is on the lagging strand in *K. pneumoniae*. 

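The first genes in Table S6 gave each of the 3 *E. coli* units TSSs of its own. *panD* had 2 TSSs on the lagging strand, with 38 reads in stationary phase, 256 in glutamine and 0 in heat shock at position 146754, and with 31, 0 and 29 reads in the same order at 147006. On the leading strand, *yadD* had a TSS at 146793 with 5, 3 and 10 reads and another at 146940 with 9 reads, in stationary phase alone. *panB* had the TSS with the most reads of the region, at 149630 on the lagging strand, with 951 reads in stationary phase, 76 in glutamine and 175 in heat shock. Its other listed TSS, at 149702, had 0 reads in these conditions. With *panC* as the first gene, 6 TSSs were listed, of which the one at 149265 had 200, 8 and 75 reads, the one at 149256 had 103 reads in stationary phase alone, and 4 had between 9 and 19 reads in glutamine alone. *ydeA* had 1 TSS, on the leading strand at 1615019, with 2 reads in stationary phase, 34 in glutamine and 0 in heat shock. *marC* had TSSs on the lagging strand at 1616964, with 13, 10 and 8 reads, and at 1617018, with 8 reads in stationary phase alone. A condition without reads at any of these TSSs can also be one in which the authors' selection did not keep the position.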

Interestingly, it is regulated by σ^38^ in *E. coli*; however it is bound by σ^70^ in *K. pneumoniae*.

**Statistics on TSSs**

TSSs for 4 conditions, exponential phase, stationary phase, alternative nitrogen source, and heat shock, were analyzed in this study. 

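Of the TSSs in the deposited list, 2533 had reads in stationary phase, 2230 in glutamine and 1900 in heat shock. Together, 4075 TSSs had reads in at least 1 of these conditions, and the remaining 649 had 0 reads in all 3. Between 32.2% and 35.1% of the TSSs found in a condition had 2 to 9 reads there. With the columns thinned at random to equal depth outside the 2 TSSs with the most reads, an alternative chosen after the data were seen, the mean numbers over 20 draws were 2469, 2230 and 1869, in the same order as without thinning. A minimum of 20 reads per TSS, summed over the 3 conditions, moved the total most, to 2104.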

Only TSSs that lay within promoter regions identified with ChIP-chip datasets were kept, and this resulted in 4,724 TSSs associated with RNAP and/or σ-factors. Identified TSSs showed no strand preference, with 48.2% on the leading strand and 51.8% on the lagging strand. 

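In the deposited list, 2275 TSSs lay on the leading strand and 2449 on the lagging strand. The leading strand held 48.2% (Wilson 95% interval 46.7% to 49.6%), and an exact two-sided binomial test against 50% gave p = 0.0118. TSSs of one promoter are not independent, so the interval covers counting error only. In the single conditions, the share was 48.9% in stationary phase (p = 0.283), 48.0% in glutamine (p = 0.0594) and 48.5% in heat shock (p = 0.207), by the same exact test. Among the 2104 TSSs with a sum of at least 20 reads it was 48.9% (exact test, p = 0.327), so the difference from 50% was not detectable there.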

As reported previously[[3](#_ENREF_3)], purine (A and G) was preferred at TSS/+1 sites, whereas pyrimidine (T and C) was used more at -1 sites (**Figure S6**). 

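Bases were read from the 51-nt sequences of Table S4 for the 1997 of the 4724 TSSs that the copy used here holds. These are the TSSs with the lowest positions, so the shares are described without a test. At +1, A was found at 50.7% of the TSSs, G at 27.9%, C at 12.1% and T at 9.26%, which gives a purine share of 78.6% (Wilson 95% interval 76.8% to 80.4%). At -1, T was found at 35.3%, C at 34.7%, A at 17.7% and G at 12.3%, a pyrimidine share of 70.0% (68.0% to 72.0%). Among TSSs with reads in the 3 conditions, the purine share at +1 was higher at those with more reads. It was 70.7% (66.5% to 74.6%) at 2 to 9 reads and 91.0% (81.8% to 95.8%) at 1000 reads or more, so the intervals do not overlap. For pyrimidine at -1, the intervals of the same classes overlapped, with 69.4% (65.2% to 73.4%) and 77.6% (66.3% to 85.9%). The 262 TSSs with 0 reads in all 3 conditions stand outside this order, with a purine at +1 in 207 (Wilson interval 73.7% to 83.5%) and a pyrimidine at -1 in 205 (72.9% to 82.8%). The list also covers exponential phase, which was not used, so they may have reads there. With a minimum of 20 reads per TSS in the sum of the 3 conditions, the purine share was 83.1%.

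**Figure D2:**
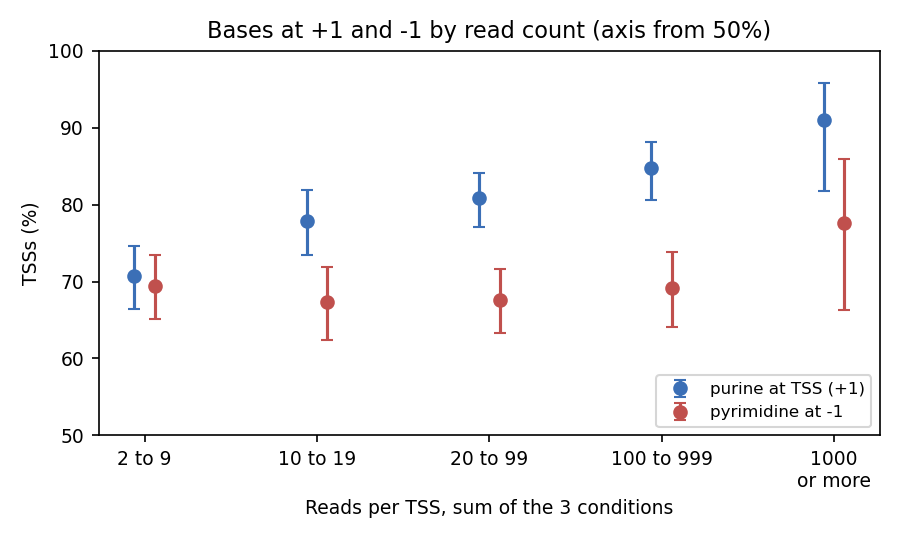
Share of TSSs in percent with a purine at +1 and a pyrimidine at -1, by the sum of reads in the 3 conditions, for TSSs with reads there, on an axis that begins at 50%. Points are shares and bars are Wilson 95% intervals, and the purine share rises from 70.7% in the lowest class to 91.0% in the highest.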

Among 4,724 TSSs, 48.5% were identified in more than two conditions, indicating that a large fraction of TSSs and their promoters were active in transcription initiation under multiple conditions (**Figure S7**).

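Over the 3 conditions analysed here, 1817 of the 4075 TSSs with reads were found in 2 or more, which is 44.6% (Wilson 95% interval 43.1% to 46.1%). A single condition accounted for 2258 TSSs (55.4%), a pair of conditions for 1046 (25.7%) and all 3 for 771 (18.9%). Glutamine had the most TSSs found in no other condition, 934, against 838 for stationary phase and 486 for heat shock. Stationary phase and heat shock shared 1292 TSSs, a Jaccard index (shared TSSs divided by TSSs found in either) of 0.411, against 0.327 for stationary phase and glutamine and 0.276 for glutamine and heat shock. TSSs found in more conditions had more reads. The median sum of reads was 11 in one condition, 33 in a pair and 203 in all 3. A sum over more conditions is larger by construction, so these medians are described without a test. The share found in 2 or more conditions was 67.9% with a minimum of 20 reads per TSS in this sum, a filter that removes TSSs of a single condition more often by construction, and 18.9% with the count restricted to more than 2 conditions. From the share of TSSs seen in several conditions, the paper concludes that a large part of the TSSs and their promoters initiated transcription under more than a single condition.

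**Figure D3:**
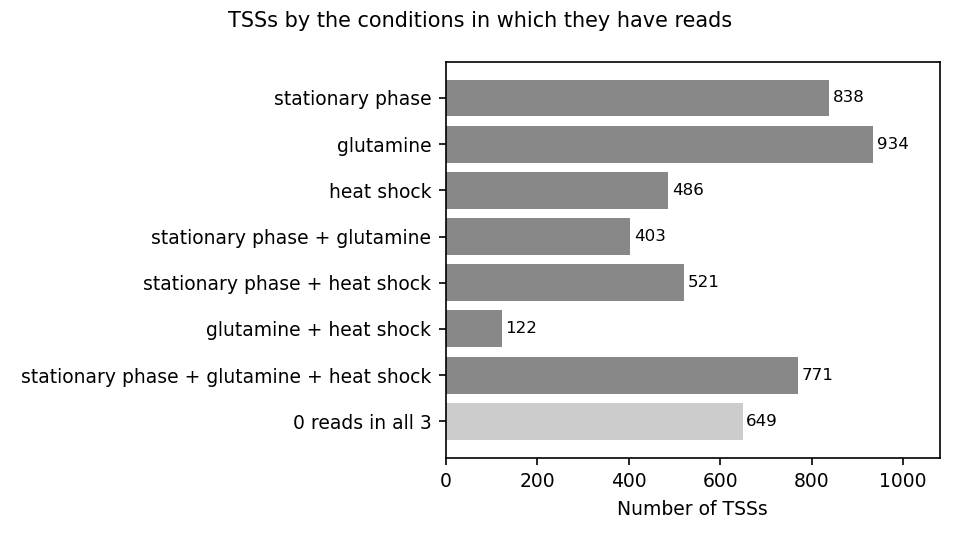
Number of TSSs by the combination of conditions in which they have reads, for stationary phase, glutamine and heat shock. Each bar counts TSSs found in exactly the named conditions, and the longest is glutamine alone, with 934 TSSs.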

**SUPPLEMETAL REFERENCES**

1. Farewell A, Kvint K, Nystrom T: **Negative regulation by RpoS: a case of sigma factor competition**. *Mol Microbiol* 1998, **29**(4):1039-1051.

2. Loewen PC, Hu B, Strutinsky J, Sparling R: **Regulation in the rpoS regulon of Escherichia coli**. *Can J Microbiol* 1998, **44**(8):707-717.

3. Kim D, Hong JS, Qiu Y, Nagarajan H, Seo JH, Cho BK, Tsai SF, Palsson BO: **Comparative analysis of regulatory elements between Escherichia coli and Klebsiella pneumoniae by genome-wide transcription start site profiling**. *PLoS genetics* 2012, **8**(8):e1002867.

4. Datsenko KA, Wanner BL: **One-step inactivation of chromosomal genes in Escherichia coli K-12 using PCR products**. *Proceedings of the National Academy of Sciences of the United States of America* 2000, **97**(12):6640-6645.

5. Powell BS, Court DL, Inada T, Nakamura Y, Michotey V, Cui X, Reizer A, Saier MH, Jr., Reizer J: **Novel proteins of the phosphotransferase system encoded within the rpoN operon of Escherichia coli. Enzyme IIANtr affects growth on organic nitrogen and the conditional lethality of an erats mutant**. *The Journal of biological chemistry* 1995, **270**(9):4822-4839.

6. Cho BK, Zengler K, Qiu Y, Park YS, Knight EM, Barrett CL, Gao Y, Palsson BO: **The transcription unit architecture of the Escherichia coli genome**. *Nature biotechnology* 2009, **27**(11):1043-1049.

7. Herring CD, Raffaelle M, Allen TE, Kanin EI, Landick R, Ansari AZ, Palsson BO: **Immobilization of Escherichia coli RNA polymerase and location of binding sites by use of chromatin immunoprecipitation and microarrays**. *Journal of bacteriology* 2005, **187**(17):6166-6174.

8. Cho BK, Barrett CL, Knight EM, Park YS, Palsson BO: **Genome-scale reconstruction of the Lrp regulatory network in Escherichia coli**. *Proceedings of the National Academy of Sciences of the United States of America* 2008, **105**(49):19462-19467.

9. Cho BK, Knight EM, Barrett CL, Palsson BO: **Genome-wide analysis of Fis binding in Escherichia coli indicates a causative role for A-/AT-tracts**. *Genome research* 2008, **18**(6):900-910.

10. Salgado H, Peralta-Gil M, Gama-Castro S, Santos-Zavaleta A, Muniz-Rascado L, Garcia-Sotelo JS, Weiss V, Solano-Lira H, Martinez-Flores I, Medina-Rivera A *et al*: **RegulonDB v8.0: omics data sets, evolutionary conservation, regulatory phrases, cross-validated gold standards and more**. *Nucleic acids research* 2013, **41**(Database issue):D203-213.

11. Cho BK, Federowicz S, Park YS, Zengler K, Palsson BO: **Deciphering the transcriptional regulatory logic of amino acid metabolism**. *Nature chemical biology* 2012, **8**(1):65-71.

How the deposited data were processed for this re-analysis (not part of the article)

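TSSs were profiled in stationary phase, glutamine and heat shock cultures of *E. coli* K-12 MG1655, with 2 biological replicates per condition. The authors deposited raw read counts per TSS, whole numbers without normalization. They had aligned the reads with Mosaik and kept uniquely aligned reads present in both replicates. The strongest 5′ end within a window was kept, and TSSs within RNA polymerase binding regions were retained. Upstream of an annotated gene, the paper's methods count further TSSs as multiple TSSs from a set fraction of the strongest signal upward. If this limit acted per condition, it could leave a TSS at 0 in a condition despite many reads. The replicates are pooled into 1 count column per condition, so the values are the authors' pooled counts, without an SD. The table has 4 count columns, and 1 of them was not used: it holds exponential phase, which the paper took from a previous study. The design set before the data were examined had included that column where the table called it, and all results here are over 3 conditions instead. Rows with 0 reads in the 3 conditions remained in counts of the whole list.

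Conditions were taken from the column names and the sample descriptions. A TSS was counted as found where its count was above 0. Read minimums per TSS apply to the sum of its reads over the 3 conditions. Column totals were 1240980, 640196 and 1274648 reads for stationary phase, glutamine and heat shock. Shares have Wilson intervals at the 95% level, which cover counting error only. The strand share was tested with an exact two-sided binomial test against 50%. The correlation of reads with the number of conditions is not reported here. Pairs of conditions were compared by Jaccard index, with intervals from 1000 bootstrap resamples of 10 kb blocks. For equal depth, each column was thinned at random in 20 draws to 369208 reads outside the 2 TSSs with the most reads, and counts under 2 were set to 0. Bootstrap intervals after thinning come from the first draw. Neighbours of TSSs with at least 1000 reads were counted within 300 nt on each side and compared by a sign-flip permutation test.

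Bases at +1 and -1 and the best match to TATAAT (at least 4 of 6 bases, hexamer starting from -14 to -10) were read from the sequences of Table S4, held here for 1997 of 4724 TSSs. Because that copy ends at position 1908144, no test of enrichment or overlap was run on it. The comparison window was placed 15 nt upstream inside the same sequence, a choice made after the data were seen.

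The genes and TSSs named in the text follow a rule set before the data were examined: each gene or operon that the paper names with a TSS or a transcription unit, and the 3 TSSs found only in each condition with the most reads. Of these, *crp*, *dcuA*, *cutA* and *dipZ* are not analysed here, because no gene coordinates of the sequence used by the list were used. Tests between conditions per TSS, comparisons with the genome's base composition, condition-specific motif tests and distances to gene starts were not run.

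Some of the functions were tested on simulated lists. In a list of 1999 simulated TSSs made from 1000 clusters, merging returned 1000 TSSs. Of 100 lists of 4075 TSSs without a relation, 5 gave a p-value under 0.05 in the permutation test of a correlation, whose result is not reported here. All 400 planted downstream neighbours were found by the count of neighbours. The sign-flip permutation test of these counts was not run on simulated lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.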

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

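The test of the 2 TSSs below was chosen after the result was seen. These TSSs hold a large part of all reads and are not discussed in the paper. The TSS at position 2753615 on the leading strand had 457495 reads in stationary phase, 200565 in glutamine and 397620 in heat shock, which are 36.9%, 31.3% and 31.2% of the column totals. The TSS at 4276089 on the lagging strand had 217651, 70423 and 419717 reads, or 17.5%, 11.0% and 32.9%. Together they took 54.4% of the stationary phase reads, 42.3% of the glutamine reads and 64.1% of the heat shock reads. No control library was used, and the counts are far above the 3 reads that a count of 0 allows.

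Amplification of one molecule in a single condition would raise a TSS in that condition alone. The 2 TSSs were picked by their sum of reads over the 3 conditions, which a single condition could have dominated. Their lowest combined share was 42.3%, in glutamine, which argues against such an event as the whole cause. This rests on the shares given above and is not independent evidence. A preference of ligation or amplification for these 5′ ends that acts in all libraries alike was not tested and stays open, as does a high abundance of the transcripts. The replicates are pooled, so their spread is unknown. The 2 TSSs limit what a column total says about depth, since 565834, 369208 and 457311 reads were left for all other TSSs in stationary phase, glutamine and heat shock.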

How the results depend on the processing

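Alternatives were set before the data were examined, except thinning to equal depth, merging within 100 nt, the strand share over the TSSs of the 3 conditions, the share of all listed TSSs, the largest count in 1 condition, reads in 1 condition against the number of other conditions, the window 15 nt upstream and the read minimums for neighbour distances, which were chosen after seeing the data. Of 73 alternative values for 18 results, 39 kept their side of the threshold or their range, 34 did not, and 0 reversed. The cause was not tested for any of them, except where fewer TSSs counted make a number smaller.

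Read minimums apply to the sum over the 3 conditions, which removes TSSs of a single condition more often by construction. A minimum of 10 reads left 2960 TSSs and a minimum of 20 left 2104. The leading strand share was then 48.6% and 48.9%, no longer past the threshold (exact binomial p = 0.127 and 0.327), as was the 48.5% over the TSSs of the 3 conditions (p = 0.0601). Merging positions within 10 nt or 100 nt kept the share past the threshold, at 48.2% (exact binomial p = 0.0154) and 48.0% (exact binomial p = 0.0372).

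The share in 2 or more conditions was 57.4% with at least 10 reads, 67.9% with at least 20, 47.7% after merging within 10 nt, 18.9% for more than 2 conditions and 38.5% of all listed TSSs. Merging within 5 nt gave 44.9%, inside the interval. Of the TSSs with a sum of at least 20 reads, 1536 had a count above 0 in stationary phase and 1461 in glutamine. TSSs found only in stationary phase, glutamine and heat shock numbered 408, 586 and 268 with at least 10 reads and 194, 346 and 135 with at least 20.

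The Jaccard index of stationary phase and glutamine was 0.421 with at least 10 reads, 0.522 with at least 20 and 0.354 after merging within 10 nt. For stationary phase and heat shock it was 0.517, 0.604 and 0.439, and for glutamine and heat shock 0.342, 0.437 and 0.301. The order of the 3 pairs was the same in each of these settings and after thinning.

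The purine share at +1 was 81.6% with at least 10 reads and 83.1% with at least 20. The share of TSSs with a -10 match was 59.8% with at least 20 reads. It was 19.9% when 5 of 6 matches were required, and the window 15 nt upstream fell to 2.35% under the same rule. Neighbouring pairs 1 to 5 nt apart within a condition numbered 5 with at least 10 reads and 2 with at least 20.

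No paired analysis was possible because the table holds one pooled count column per condition. For the same reason the tests per TSS between conditions, with their alternatives, and leaving out a replicate were not run. Also not run were the setting with exponential phase as a condition, the background of the whole genome, the window 100 nt downstream, the motif alternatives and the gene-start distances. After thinning to equal depth, the mean numbers found only in stationary phase, glutamine and heat shock were 831.2, 955 and 504.35, within 1.5 times of those without thinning. The pooled counts allow no estimate of how many TSSs a deeper library would add.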

Differences from the paper's values

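As reported beside the paper's sentences, none of the values compared differed from the paper's by more than 1.5 times. Under the alternatives set before the data were examined, 3 did: the number of TSSs was 2960 with at least 10 reads and 2104 with at least 20, against the paper's 4724, and the share in more than 2 conditions was 18.9% against the paper's 48.5%. The number of listed TSSs was 4724, as in the paper, and the strand shares were 48.2% and 51.8%, the paper's values. For TSSs in 2 or more conditions, 44.6% was found over 3 conditions against the paper's 48.5% over 4, so the sets of conditions are not the same; merging within 10 nt, set before the data were examined, gave 47.7%. Read by eye, the purine share is about 79% and the pyrimidine share about 71% in Fig. S7, against 78.6% and 70.0% over the TSSs with a sequence.

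The paper states that TSSs had no strand preference. An exact two-sided binomial test of the same share gave p = 0.0118. With at least 10 reads, at least 20 reads, or the TSSs of the 3 conditions (the last chosen after seeing the values), p was 0.127, 0.327 and 0.0601, and after merging within 10 nt it was 0.0154.

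The paper's text words its share as TSSs in more than 2 conditions, while Fig. S8 brackets those in 2 or more. Over the 3 conditions analysed here, 18.9% of the TSSs were found in more than 2, that is in all 3.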

Other observations

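The comparison of stationary phase and heat shock with glutamine and heat shock at high reads, the comparison of starts 6 to 10 nt apart and the tests of neighbour distances were chosen after the result was seen.

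Stationary phase and heat shock shared more TSSs than either shared with glutamine. The Jaccard index of 0.411 exceeded that of stationary phase and glutamine by 0.0842 (bootstrap 95% interval 0.0635 to 0.106) and that of glutamine and heat shock by 0.135 (0.118 to 0.154). After thinning to equal depth the index was still 0.401, above the 0.325 and 0.273 of the other pairs by more than the bootstrap spread. This argues against the depth of the listed counts as the cause. Thinning acts on positions that the authors had already selected at full depth, so an effect of depth through that selection stays open. Weak TSSs missed by chance are a candidate explanation for part of the greater sharing. Among the 1191 TSSs with at least 50 reads in one condition, the index of stationary phase and heat shock stayed above that of glutamine and heat shock by 0.116 (0.0854 to 0.149), but above that of stationary phase and glutamine by only 0.0278 (-0.00962 to 0.0649), so for this pair chance loss and a real difference cannot be told apart. The glutamine cultures alone grew in W2 medium, and neither the medium nor a library batch was tested.

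TSSs found in one condition only could stem from a start that moved by a few nt and was kept at a single position. Of the 2258 such TSSs, 8.10% had a TSS of another condition 1 to 10 nt away on the same strand. At 6 to 10 nt the share was 7.93% (Wilson 95% interval 6.88% to 9.11%), and at 11 to 15 nt it was 7.35% (6.35% to 8.50%). These shares do not decide it, because a start kept at a single position leaves no neighbour in the list, and pairs 1 to 5 nt apart are nearly missing from the list as a whole. Moved starts and separate starts therefore cannot be told apart here, and no biological explanation was tested. A position that the authors' selection left out of the other conditions would also be counted in one condition only, and this stays open.

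Pairs closer than 6 nt are rare in the list. A window of 5 nt to each side that acted within each condition would leave pairs that share no condition untouched. Pairs that shared none of the 3 conditions numbered 3 at 1 to 5 nt against 47 at 6 to 10 nt. This argues against such a window as the whole cause, unless close pairs of this kind mostly shared exponential phase, which was not used. These counts leave out 9 and 57 pairs in which a TSS had 0 reads in all 3 conditions. A window applied to the conditions together may have been used, yet 36 pairs remain at 1 to 5 nt, so this stays open. No biological explanation was tested.

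Weaker TSSs lay downstream of strong ones more often than upstream. The 183 TSSs with at least 1000 reads, without the 2 TSSs with the most reads, had 220 TSSs on the same strand 1 to 300 nt downstream and 68 upstream (two-sided sign-flip permutation test, p = 1e-05, the smallest the permutations can give). From 200 to under 1000 reads the numbers were 418 and 323 (p = 0.00834, same permutation test), and from 50 to under 200 reads they were 870 and 846 (permutation p = 0.677). The direction was opposite below that, with 869 and 963 from 20 to under 50 reads (permutation p = 0.0872) and 2279 and 2555 from 2 to under 20 reads (permutation p = 0.00144). These classes are not independent, since a weak TSS downstream of a strong one has the strong one upstream. A candidate explanation is that 5′ ends left from abundant transcripts were listed as TSSs. Separate promoters with a -10 box of their own are argued against as the whole cause. Where Table S4 gives a sequence, 27.1% of the 48 TSSs under 100 reads downstream of a strong one had a -10 match (Wilson 95% interval 16.6% to 41.0%), against 49.2% (46.4% to 51.9%) of 1279 elsewhere. Promoters with another -10 sequence, and a selection by the authors that keeps more positions on that side, were not tested.

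The lower share on the leading strand was not explained by several TSSs of one promoter being counted separately, since it was 48.0% after merging within 100 nt. No biological explanation was tested.

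In the sequences held, 54.5% of the 1997 TSSs had a -10 match of at least 4 of 6 bases (52.3% to 56.7%), against 19.7% (18.0% to 21.5%) in the window 15 nt upstream. The 1997 include 262 TSSs with 0 reads in the 3 conditions, of which 71.4% had a match (65.6% to 76.5%). Of the TSSs found only in heat shock, 32.9% had a match (27.2% to 39.2%, 231 TSSs), below 47.7% (42.4% to 53.0%) for those found only in stationary phase and 47.2% (42.4% to 52.1%) for glutamine. With 5 of 6 bases required, the difference from stationary phase was not detectable, at 9.96% (6.73% to 14.5%) for heat shock and 11.1% (8.20% to 14.9%) for stationary phase, and glutamine had 17.3% (13.9% to 21.4%).

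The TSSs found in one condition only with the most reads were at 186, 596535 and 1030649 for stationary phase, with 1389, 897 and 726 reads. For glutamine they were at 2753893, 1956771 and 2459001, with 3669, 2858 and 2065 reads, and for heat shock at 2753926, 938565 and 4638618, with 3909, 879 and 765 reads. The TSSs at 2753893 and 2753926 lie downstream of the one at 2753615 that takes the most reads in glutamine and stationary phase.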
